# Integrin α3β1 in hair bulge stem cells modulates CCN2 expression and promotes skin tumorigenesis

**DOI:** 10.26508/lsa.202000645

**Published:** 2020-05-18

**Authors:** Veronika Ramovs, Ana Krotenberg Garcia, Ji-Ying Song, Iris de Rink, Maaike Kreft, Roel Goldschmeding, Arnoud Sonnenberg

## Abstract

Epidermal-specific deletion of integrin α3β1 almost completely prevents the formation of papillomas during 7,12-Dimethylbenz[**a**]anthracene/12-**O**-tetradecanoylphorbol-13-acetate (DMBA/TPA) two-stage skin carcinogenesis. This dramatic decrease in tumorigenesis was thought to be due to an egress and premature differentiation of α3β1-depleted hair bulge (HB) stem cells (SCs), previously considered to be the cancer cells-of-origin in the DMBA/TPA model. Using a reporter mouse line with inducible deletion of α3β1 in HBs, we show that HB SCs remain confined to their niche regardless of the presence of α3β1 and are largely absent from skin tumors. However, tumor formation was significantly decreased in mice deficient for α3β1 in HB SCs. RNA sequencing of HB SCs isolated from short-term DMBA/TPA–treated skin showed α3β1-dependent expression of the matricellular protein connective tissue growth factor (CCN2), which was confirmed in vitro, where CCN2 promoted colony formation and 3D growth of transformed keratinocytes. Together, these findings show that HBs contribute to skin tumorigenesis in an α3β1-dependent manner and suggest a role of HB SCs in creating a permissive environment for tumor growth through the modulation of CCN2 secretion.

## Abstract (precis)

Although hair bulge stem cells are not the cancer cells-of-origin, they contribute to two-stage DMBA/TPA skin carcinogenesis in an α3β1-dependent manner.

## Introduction

Hair bulge (HB) contains one of the most studied and characterized stem cell (SC) compartments in mammalian skin. Located at the bottom of the hair follicles (HFs) in the resting stage of hair cycle (i.e., telogen), it is the main reservoir for cells that form elongated HFs during the growth phase of hair cycle called anagen (Cotsarelis, 2006; Purba et al, 2014; Rompolas & Greco, 2014). The transient-amplifying progeny of HB SCs normally remains confined within HFs; however, under specific circumstances, some of these cells can egress and contribute to the interfollicular epidermis (IFE). Such behavior has been observed during wound healing, when HB keratinocytes migrate out of their niche into the newly formed epidermis (Ito et al, 2005; Vagnozzi et al, 2015).

It has been suggested that HB SCs also play a crucial role in cutaneous skin tumorigenesis. An increased expression of HB marker keratin 19 (K19) has been observed in human squamous cell carcinomas (SCCs) (Chen et al, 2008), whereas basal cell carcinomas and trichoblastomas were shown to up-regulate the expression of the HB marker keratin 15 (K15) (Kim et al, 2016). Furthermore, several studies have suggested that HB SCs represent the cells-of-origin of papillomas and benign tumors that can progress into invasive SCCs, and are formed during the two-stage chemically induced mouse skin carcinogenesis protocol (7,12-Dimethylbenz[**a**]anthracene/12-**O**-tetradecanoylphorbol-13-acetate [DMBA/TPA] treatment) (Kim et al, 2009; Lapouge et al, 2011; Li et al, 2013; Sánchez-Danés & Blanpain, 2018). The suggestion that HB SCs play a crucial role in DMBA/TPA–induced carcinogenesis was also made in our previously reported study in mice, lacking integrin α3β1 in epidermis (K14 *Itga3* KO mice). Integrin α3β1 is a transmembrane receptor for laminins-332 and laminins-511 in the epidermal basement membrane and functions as bidirectional signaling molecule (Subbaram & Dipersio, 2011; Ramovs et al, 2017). Upon its epidermal deletion, mice exhibit an increased epidermal turnover, which coincides with the loss of label-retaining cells and, importantly, with the localization of K15-positive keratinocytes in IFE and upper parts of HFs (i.e., isthmus and infundibulum) (Sachs et al, 2012). As K14 *Itga3* KO mice showed a near absence of DMBA/TPA–induced tumorigenesis, we hypothesized that this could be due to the egress of DMBA-primed K15-positive HB SCs and their loss through squamous differentiation in IFE (Sachs et al, 2012). However, the HB origin of DMBA/TPA–derived tumors is somewhat controversial. Recent studies reported a limited contribution of HB SCs to papillomas (van de Glind et al, 2016) and demonstrated the importance of SCs residing in isthmus instead (Huang et al, 2017). Furthermore, it has been reported that K15 promoter, which is widely used to generate genetic deletions in HB SCs, also targets basal cells in IFE, isthmus, and infundibulum (Lapouge et al, 2011) and, importantly, that K15 can be mis-expressed during tumorigenesis, reflecting the activity and responsiveness of basal epidermal cells to the loss of skin homeostasis (Troy et al, 2011). Considering all this, we found it important to re-evaluate the mechanisms behind the absence of tumorigenesis in K14 *Itga3* KO mice. Here, we exploit linage tracing and next-generation sequencing analysis of a mouse model with inducible deletion of α3β1 in HBs to investigate the role of α3β1 in HB SCs and their contribution to skin tumorigenesis.

## Results

### HB keratinocytes lacking integrin α3β1 stay confined within their niche and contribute normally to hair cycle

To target and visualize HB SCs and their progeny, we generated a mouse line, expressing an inducible Cre (CreER) under the HB-specific K19 promoter (K19-CreER) (Means et al, 2008) in combination with mT/mG reporter transgene (Muzumdar et al, 2007) (K19 *Itga3* WT mice). To investigate the role of α3β1 in HB SCs, we have further introduced floxed *Itga3* alleles to our mouse model (K19 *Itga3* KO mice) (Fig 1A), which resulted in an efficient deletion of α3β1 in Cre-induced GFP-positive cells (Fig 1B). Tamoxifen administration induced GFP expression in most HFs in both K19 *Itga3* KO and WT mice (Fig S1A) and, as expected, the GFP-positive cells localized to HBs, with no obvious leakiness detected (Fig 1C–E). Surprisingly, linage tracing of HB cells, induced in the first telogen phase of the hair cycle (P21), showed that HB SCs remain confined to their niche, regardless of the presence of α3β1, and do not egress into infundibulum and/or IFE (Figs 1C and E and S1B), as was expected based on previously reported observations of K15-positive cells in the IFE of mice with an epidermis-specific deletion of α3β1 (K14 *Itga3* KO mice) (Sachs et al, 2012). Furthermore, linage tracing during the first hair cycle revealed that *Itga3* KO and WT HB cells contribute to all layers of growing HFs, with no observed differences in hair cycle progression between K19 *Itga3* KO and WT mice (Fig 1E). Taken together, these data demonstrate that α3β1 plays no major role in HBs of adult mice under homeostatic conditions.

**Figure 1.**
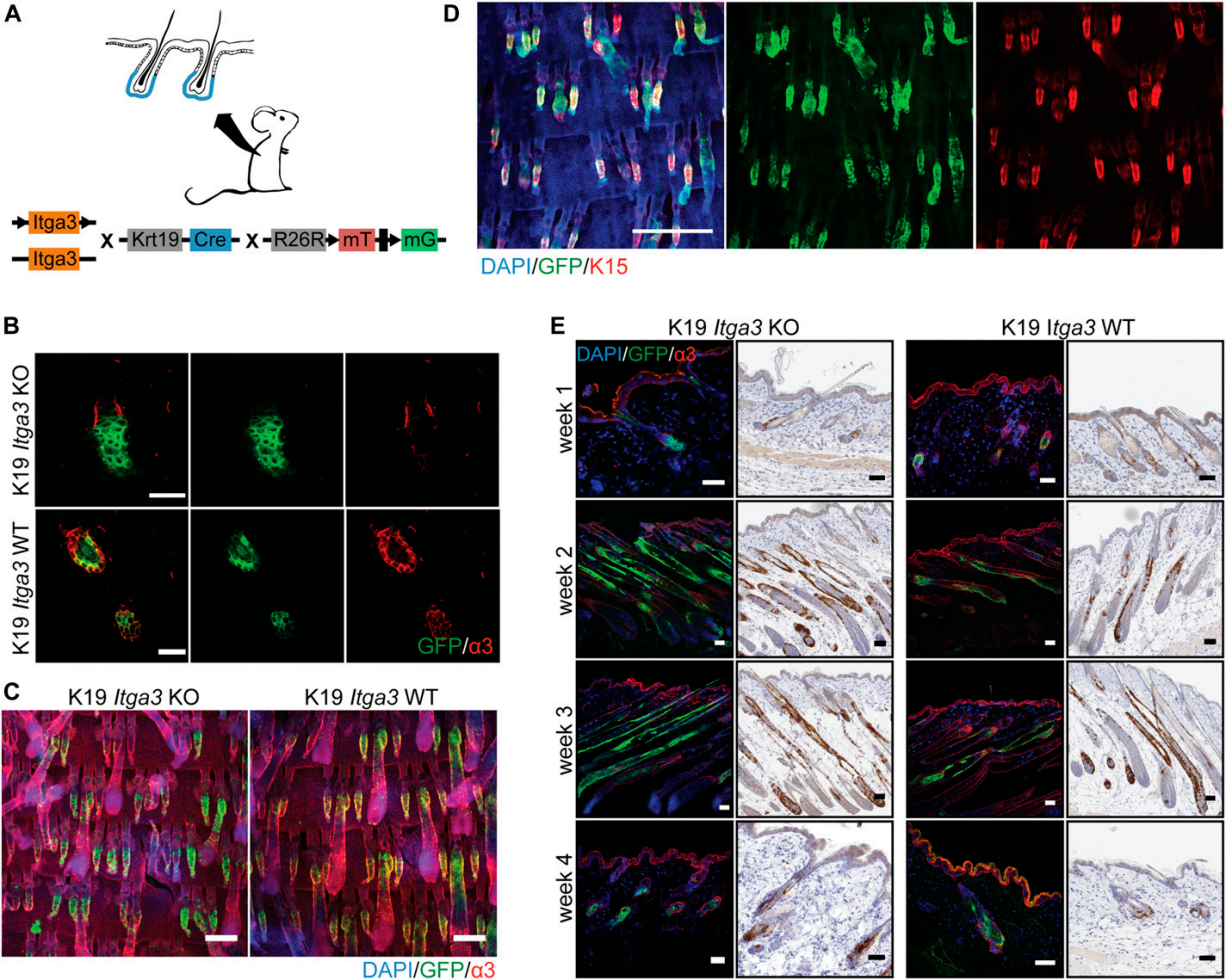
HB keratinocytes lacking integrin α3β1 stay confined within their niche and contribute normally to hair cycle. **(A)** Overview of the K19 *Itga3* KO and WT mouse models. **(B)** Integrin α3β1 is expressed in Cre-induced GFP-positive keratinocytes of K19 *Itga3* WT mice and efficiently deleted in GFP-positive keratinocytes of 7-wk-old K19 *Itga3* KO mice 1 wk after tamoxifen treatment (back skin, scale bar: 30 μm). **(C)** Linage tracing of GFP-positive HB keratinocytes showing localization within their niche in K19 *Itga3* KO and WT mice 1 wk after tamoxifen treatment (whole mounts of tail epidermis, scale bar: 200 μm). Linage tracing of up to 4 wk can be found in Fig S1B. **(D)** Whole mount of tail epidermis of K19 *Itga3* WT mouse showing co-localization of Cre-induced GFP-positive cells and K15 marker in HBs (scale bar: 500 μm). **(E)** Linage tracing of GFP-positive HB SCs Cre-induced in telogen (P21) and followed for up to 4 wk over whole hair cycle (until P49) in the back skin of K19 *Itga3* KO and WT mice. Representative images of two to three mice per condition are shown (scale bar: 50 μm).

**Figure S1.**
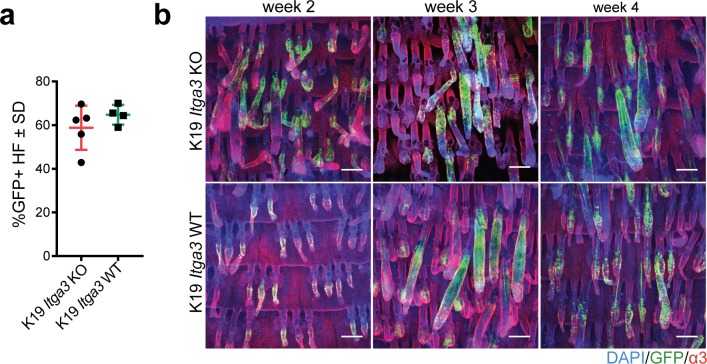
HB keratinocytes lacking integrin α3β1 stay confined within their niche. **(A)** Quantification of the percentage of GFP-positive HFs in the back skin of 7-wk-old K19 *Itga3* KO and WT mice 1 wk after tamoxifen treatment. Each dot represents a mouse (mean ± SD, unpaired *t* test). **(B)** Linage tracing of GFP-positive HB keratinocytes in K19 *Itga3* KO and WT mice at up to 4 wk after tamoxifen treatment (whole mounts of tail epidermis, scale bar: 200 μm).

### Epidermal deletion of α3β1 causes de novo expression of K15 outside of HBs

The finding that HB cells do not egress from their niche into the IFE of K19 *Itga3* KO mice casted doubt on whether the K15-positive cells, previously observed in the IFE of K14 *Itga3* KO mice, truly originate from HBs (Sachs et al, 2012). To re-evaluate their origin, we turned to the K14 *Itga3* KO and WT mouse models (Fig 2A). In accordance with previous work on this mouse model, immunostaining of whole-mount tail epidermis from K14 *Itga3* KO mice confirmed the presence of K15-positive and α3β1-depleted keratinocytes in isthmus, infundibulum, and IFE (Sachs et al, 2012) (Fig 2B). Remarkably, we observed that α3β1-positive cells that had escaped Cre-recombinase in K14 *Itga3* KO mice preferentially localized to HBs in both tail and back skin (Fig 2B and C). We confirmed this non-stochastic localization with flow cytometry, which showed that the remaining α3-positive keratinocytes isolated from back epidermis of K14 *Itga3* KO mice were twice more likely to originate from HBs than their counterpart isolated from WT mice (Figs 2D and S2A). The relatively inefficient deletion of α3β1 in HBs in K14 *Itga3* KO mice together with the absence of mis-localized HB keratinocytes in K19 *Itga3* KO mice suggests that the loss of α3β1 in HB SCs does not lead to their egress, but rather that the mis-localized K15-positive keratinocytes originate from other epidermal compartments of K14 *Itga3* KO mice. To determine whether K15 in these cells could be expressed de novo upon α3β1 deletion, we performed RT-qPCR of the RNA, isolated from tail and back epidermis of K14 *Itga3* KO and WT mice. Indeed, an increased expression of K15 could be detected in the epidermis of K14 *Itga3* KO, compared with WT mice (Fig 2E), despite the absence of proliferating K15-positve cells residing in HBs (Fig S2B). We further confirmed that the mis-localized K15-positive keratinocytes were not derived from HB SCs by performing a quantitative flow cytometry analysis of the HB population size (CD34^+^, α6^high^), which was comparable between K14 *Itga3* KO and WT mice (Fig S2C and D). This remained true even after mice were submitted to the short-term DMBA/TPA treatment, mimicking the initiation stage of tumorigenesis, during which an increased miss-localization of K15-positive keratinocytes had been previously reported for K14 *Itga3* KO mice (Sachs et al, 2012) (Fig S2C and D). All in all, these data strongly suggest that keratinocytes in IFE and upper parts of HFs express K15 de novo in the absence of α3β1 and provide new evidence that HB SCs remain confined within their niche regardless of whether they express α3β1.

**Figure 2.**
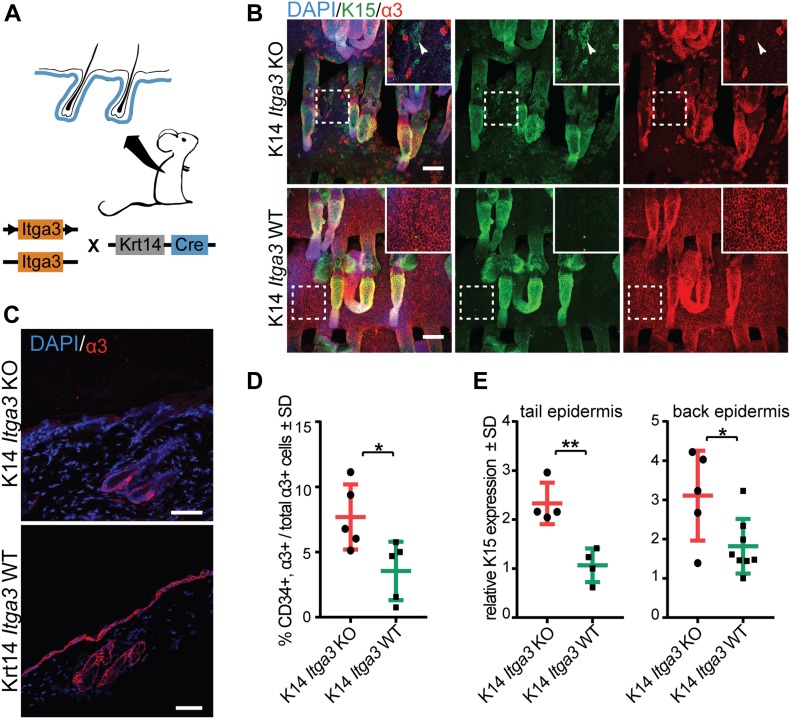
Epidermal deletion of α3β1 causes de novo expression of K15 outside of HBs. **(A)** Overview of the K14 *Itga3* KO and WT mouse models. **(B)** Whole mounts of tail epidermis show the presence of α3β1-depleted K15-positive keratinocytes in upper parts of hair follicles and IFE of K14 *Itga3* KO mice (white arrow heads). Remaining α3β1-positive keratinocytes in K14 *Itga3* KO mice are preferentially localized to HBs (scale bar: 100 μm). **(C)** Staining for integrin α3 shows HB localization of α3β1-positive keratinocytes in the back skin of 7-wk-old K14 *Itga3* KO mice. α3β1 is found in all basal keratinocytes of K14 *Itga3* WT mice of similar age (scale bar: 50 μm). **(D)** FACS analysis of keratinocytes isolated from back skin epidermis. The chart shows the percentages of α3-positive HB cells (CD34-positive) in the total α3-positive population. Each dot represents a mouse. Gating strategy can be found in Fig S2A (mean ± SD, unpaired *t* test, *P < 0.05). **(E)** GAPDH-normalized relative mRNA expression of K15 is increased in the epidermis of back and tail skin of K14 *Itga3* KO compared with WT mice. Each dot represents a mouse and is an average of technical duplicate or triplicate (mean ± SD, unpaired *t* test, *P < 0.05, **P < 0.005). Source data are available for this figure.

**Figure S2.**
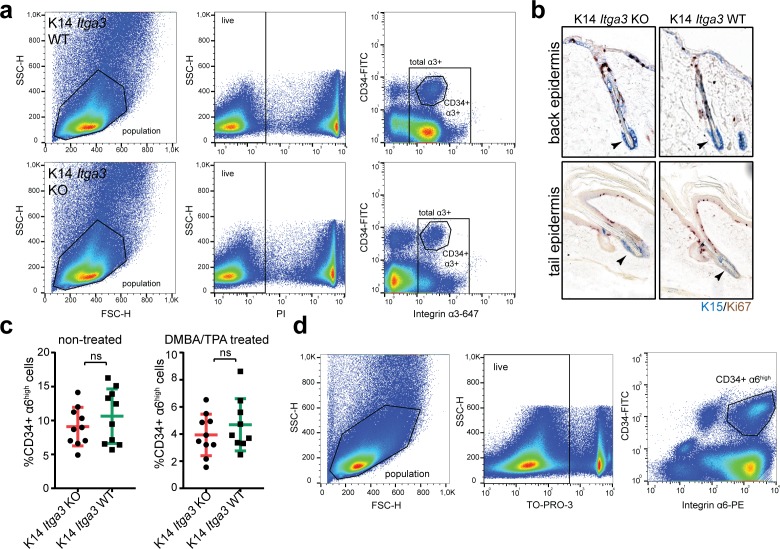
Epidermal deletion of α3β1 causes de novo expression of K15 outside of HBs. **(A)** Gating strategy of Fig 2D. **(B)** Double IHC staining for proliferation marker Ki67 and HB marker K15 shows the absence of proliferation of K15-positive HBs in the back and tail epidermis of K14 *Itga3* KO and WT mice. **(C)** FACS quantification of the HB population (CD34^+^, α6^high^) in the back skin of K14 *Itga3* KO and WT mice in homeostatic conditions and after short-term DMBA/TPA treatment (mean ± SD, unpaired *t* test). **(D)** Gating strategy of Fig S2C.

### The contribution of HB keratinocytes to newly formed IFE is increased in the absence of α3β1

The egress of HB SCs into IFE normally occurs during wound healing, when HB keratinocytes contribute to the formation of neo-epidermis (Ito et al, 2005; Vagnozzi et al, 2015). To test whether our model reflects these characteristics of HB SCs and to determine whether the presence of α3β1 affects induced egress of HB keratinocytes, we performed wounding experiments of K19 *Itga3* KO and WT mice. The presence of α3β1 in HBs did not affect the closure of the wounds; no differences were observed in the length of neo-epidermis 3 d after the wounding and in the percentage of closed wounds 5 d after wounds were inflicted (Fig 3A and B). As expected, Cre-induced, GFP-positive HB keratinocytes contributed to the formation of neo-epidermis upon wounding of both K19 *Itga3* KO and WT mice (Fig 3C and D). Whereas at the beginning of the wound re-epithelization, no obvious differences in the contribution of HB-originating cells to the neo-epidermis could be observed between K19 *Itga3* KO and WT mice (Fig 3C), there was a small, but significant increase in the number of GFP-positive cells in the neo-epidermis of K19 *Itga3* KO mice at the final stages of wound closure (Fig 3D). This is consistent with previous observations that the absence of α3β1 promotes cell migration during wound healing (Margadant et al, 2009). Together, these findings indicate that during wound healing, the egress of HB SCs into the neo-epidermis increases when α3β1 is absent from HB keratinocytes, which, however, does not alter the rate of re-epithelization.

**Figure 3.**
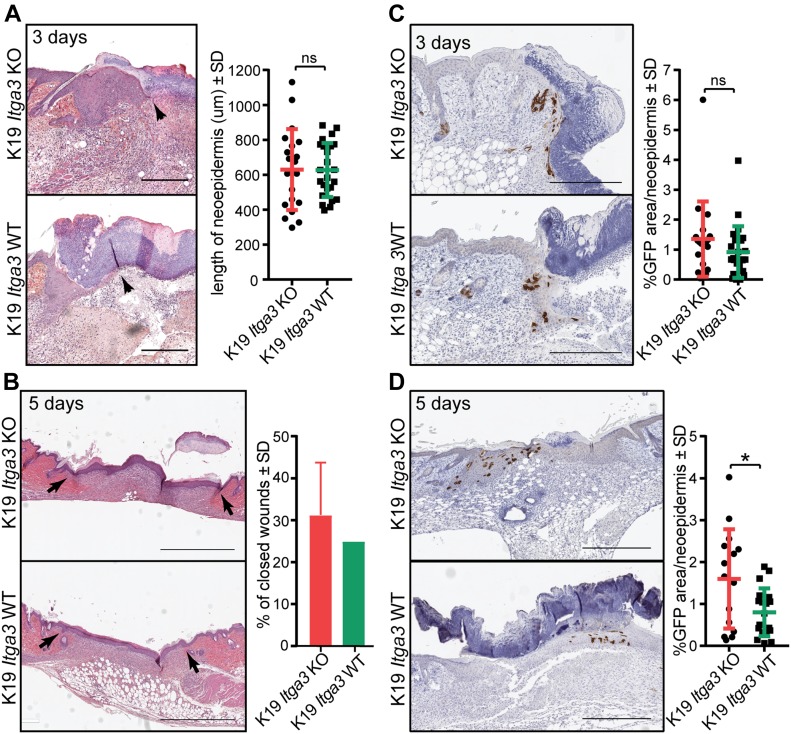
The contribution of HB keratinocytes to newly formed IFE is increased in the absence of α3β1. **(A, B)** H&E staining (left) and quantification (right) of wound healing. **(A, B)** Wound closure is comparable between K19 *Itga3* KO and WT mice, 3 (A) and 5 d (B) after wounding. **(A)** Each dot represents the average length of the neo-epidermis (black arrows) per wound (mean ± SD, unpaired *t* test). Wounds of six K19 *Itga3* WT and five K19 *Itga3* KO mice were analyzed (scale bar: 300 μm). **(B)** Bars represent the percentage of closed wounds per mouse (mean ± SD). Wounds of four K19 *Itga3* WT and four K19 *Itga3* KO mice were analyzed (scale bar: 1 mm). **(C, D)** Immunohistochemistry (IHC) staining for GFP (left) and quantification (right) of GFP-positive area per neo-epidermis of K19 *Itga3* KO and WT mice. **(C)** HB-originating GFP-positive keratinocytes comparably contribute to neo-epidermis in K19 *Itga3* KO and WT mice 3 d after wounding (scale bar: 300 μm). Each dot represents the percentage of GFP-positive area per wound (mean ± SD, unpaired *t* test). Wounds of six K19 *Itga3* WT and five K19 *Itga3* KO mice were analyzed. **(D)** 5 d after the wounding, the contribution of the α3β1-deficient HB SCs to the newly formed epidermis is more extensive than that of the α3β1-proficient HB SCs. Each dot represents the percentage of GFP-positive area per wound (mean ± SD, unpaired *t* test, *P < 0.05). Wounds of five K19 *Itga3* WT and four K19 *Itga3* KO mice were analyzed. Source data are available for this figure.

### The absence of α3β1 in HBs reduces susceptibility of mice to DMBA/TPA–mediated tumorigenesis

Next, we investigated the role of HB SC–residing α3β1 in skin carcinogenesis by submitting K19 *Itga3* KO and WT mice to the complete DMBA/TPA carcinogenesis protocol. Tumors could be detected 6 wk after the beginning of the treatment (P91-P97), regardless of the presence of α3β1 (Fig 4A). Although both K19 *Itga3* KO and WT mice developed numerous tumors by the end of the treatment (K19 *Itga3* KO 33.8 and WT 49.1 tumors on average), there was a marked 30% decrease in tumor formation and a 15% decrease in the average tumor size upon the deletion of *Itga3* in HB SCs (Figs 4A and B and S3A). In line with this, K19 *Itga3* KO mice exhibited significantly lower tumor burden than WT mice (K19 *Itga3* KO 1313.5 and WT 2296.1 mm^2^ on average, Fig 4A). Nearly all the tumors were benign papillomas and keratoacanthomas, with no notable difference in their prevalence between the two mouse lines (Fig 4C). By the end of the treatment (P196), ulcerating tumors were observed in one K19 *Itga3* KO and three WT mice, which were identified as SCCs (K19 *Itga3* KO and WT) and keratoacanthomas with carcinomatous changes (K19 *Itga3* WT) by histological analysis (Fig S3B). As this incidence was too low to draw any conclusions about the role of α3β1 in the malignant progression of tumors, we selected seven K19 *Itga3* KO and seven WT mice with low tumor burden and treated them with TPA for up to an additional 10 wk, until they had to be euthanized because of the tumor burden or ulceration of tumors. Tumor progression was more commonly observed in K19 *Itga3* KO (five of seven) than in K19 *Itga3* WT mice (three of seven). Furthermore, K19 *Itga3* KO mice developed also high malignancy–grade tumors such as spindle cell sarcoma and mixed basal SCC in addition to the SCCs and keratoacanthomas with carcinomatous changes (Fig S3C). Although the yield of progressed tumors after this prolonged treatment was still too low to draw firm conclusions, the observed trend fits with the results of tumorigenesis experiments previously performed with K14 *Itga3* KO and WT mice (Sachs et al, 2012). All in all, these data show that α3β1 in HB SCs promotes formation of benign tumors during DMBA/TPA treatment.

**Figure 4.**
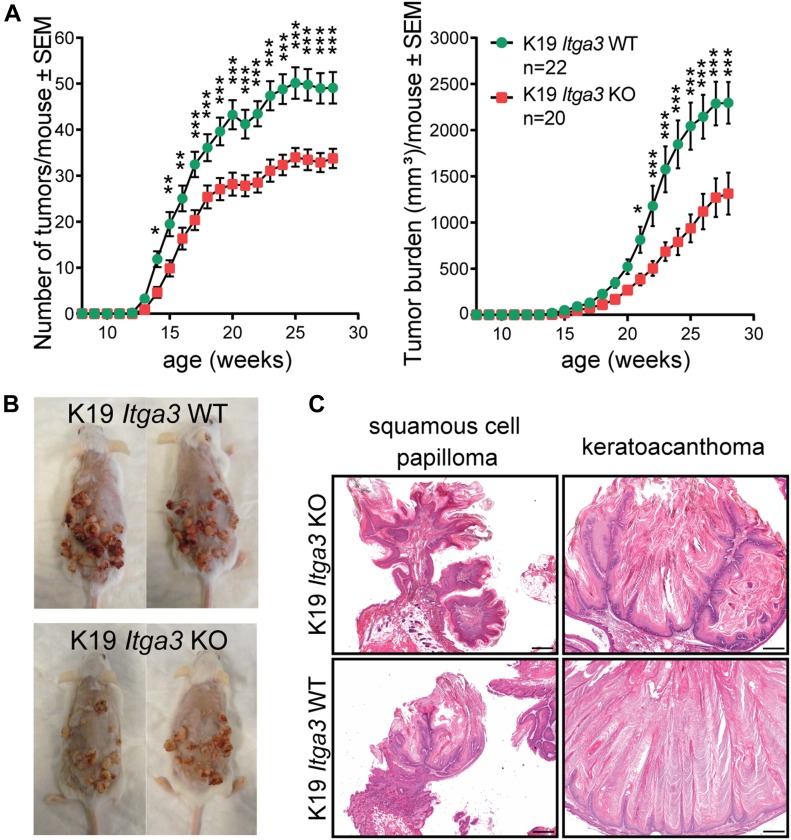
The absence of α3β1 in HBs reduces susceptibility of mice to DMBA/TPA–mediated tumorigenesis. **(A)** The number of tumors (left) and tumor burden (right) is decreased in K19 *Itga3* KO compared with WT mice submitted to the DMBA/TPA carcinogenesis protocol (mean ± SEM, unpaired *t* test, *P < 0.05, **P < 0.005, ***P < 0.0005). **(B)** Representative macro images of K19 *Itga3* KO and WT mice at the end of the treatment. **(C)** Histology of benign papillomas and keratoacanthomas, representing the majority of tumors isolated from K19 *Itga3* KO and WT mice. Source data are available for this figure.

**Figure S3.**
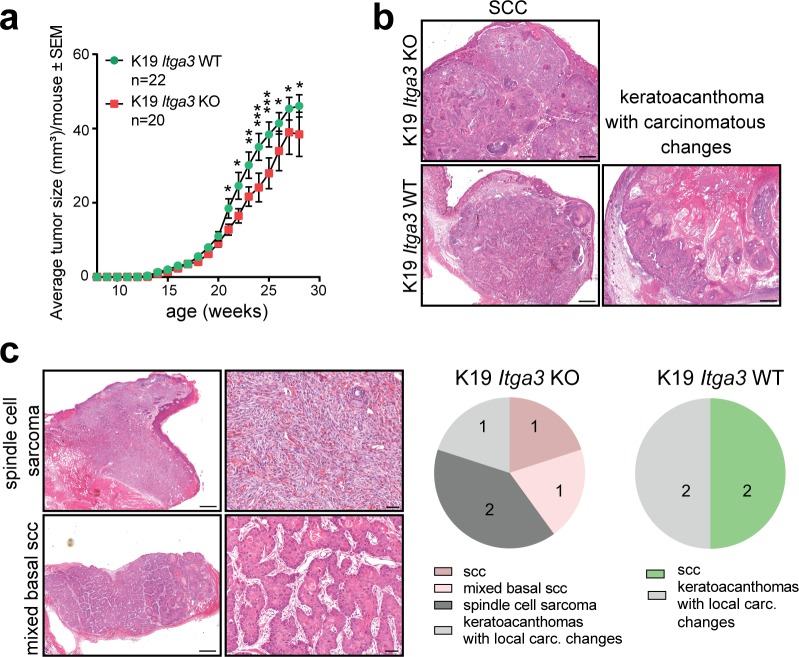
The deletion of α3β1 in HBs causes reduced tumor size and may promote tumor progression. **(A)** The average tumor size is slightly, but significantly decreased in K19 *Itga3* KO compared with WT mice submitted to DMBA/TPA carcinogenesis protocol (mean ± SEM, unpaired *t* test, *P < 0.05, **P < 0.005, ***P < 0.0005). **(B)** Histology of progressed tumors at the end of DMBA/TPA treatment: squamous cell carcinoma (SCC), isolated from K19 *Itga3* KO and WT mice and keratoacanthomas with carcinomatous changes, isolated from K19 *Itga3* WT mouse. Progressed tumors were observed in only one K19 *Itga3* KO and three WT mice at the end of the treatment. **(C)** Histology (left) and quantification (right) of the progressed tumors of seven K19 *Itga3* KO and seven WT mice, kept on prolonged TPA treatment for up to additional 10 wk. Five K19 *Itga3* KO (one tumor/mouse) and three K19 *Itga3* WT (one or two tumors/mouse) mice showed tumor progression. In addition to the SCCs and keratoacanthomas with carcinomatous changes, K19 *Itga3* KO mice also developed spindle cell sarcomas and mixed basal SCC.

### HB-derived keratinocytes are largely absent from skin tumors

The moderate reduction of tumorigenesis in the K19 *Itga3* KO mice, compared with the near complete absence of tumor formation in mice carrying a targeted deletion of *Itga3* in the whole epidermis, suggests that HB SCs might be the cells-of-origin for some, but not all DMBA/TPA–initiated tumors. To determine whether papillomas can arise from Cre-initiated HB keratinocytes in K19 *Itga3* KO and WT mice, we have analyzed the cross-sectional areas of 321 and 365 tumors, respectively, for the presence of GFP. Remarkably, most tumors were negative for GFP, and only one small papilloma isolated from K19 *Itga3* WT mouse consisted almost entirely of GFP-positive cells (Fig 5A and B). Consistent with their non-HB origin, all the analyzed tumors stained positive for α3β1 (Fig 5C). 2.8% of tumors, isolated from the K19 *Itga3* KO mice and 8.2% of the K19 *Itga3* WT tumors contained patches of GFP-positive cells, accounting to up to 5% of the total tumor area (Fig 5B). Such minor cell populations in otherwise monoclonal DMBA/TPA–derived papillomas have been recently described and shown to lack the activating mutation in *Hras*, the predominant proto-oncogene activated in DMBA/TPA–induced tumors (Reeves et al, 2018). As the assessment of the amount of HB-originating GFP-positive cells in the tumors was determined based on only one cross section, we reasoned that the actual numbers are likely higher. Indeed, an analysis of 10 cross sections (200-μm step size) in randomly selected tumors of four K19 *Itga3* KO and four WT mice showed that, respectively, 9.6% and 32.3% of the tumors contain regions of GFP-positive cells. These GFP-positive regions occupy less than 0.1% of the tumor area in the majority of tumors (Fig 5D and E). The number of tumors, containing GFP-positive cells and the GFP-positive regions were significantly reduced in tumors, originating from K19 *Itga3* KO, compared with WT mice (Fig 5D). Taken together, these data demonstrate that HB SCs are not the main tumor-initiating cells in the two-stage carcinogenesis model and that HB-derived keratinocytes constitute a minor cell population in some tumors.

**Figure 5.**
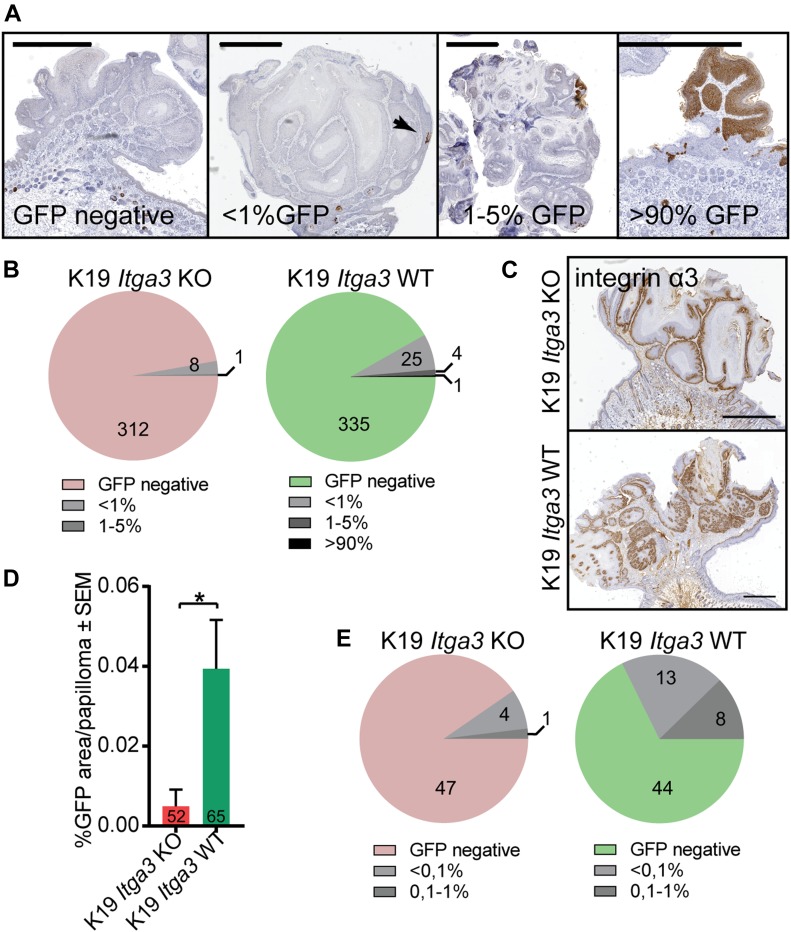
HB-derived keratinocytes are largely absent from skin tumors. **(A, B)** With rare exceptions, Cre-induced GFP-positive cells represent less than 1% of total tumor mass. **(A, B)** Representative IHC images stained for GFP and (B) quantification of GFP-positive area in cross sections of tumors, isolated from nine K19 *Itga3* KO and eight WT mice. The vast majority of tumors is GFP negative (scale bar: 1 mm). **(C)** Integrin α3β1 is strongly expressed in all tumors analyzed (scale bar: 1 mm). **(D, E)** Analysis of GFP-positive area over 10 cross sections, cut every 200 μm of randomly selected tumors from four K19 *Itga3* KO and four WT mice. **(D)** The contribution of GFP-positive HB-originating keratinocytes to tumors, isolated from K19 *Itga3* KO is significantly reduced compared with WT mice (mean ± SEM, unpaired *t* test, *P < 0.05). **(E)** Most tumors are GFP negative in both, K19 *Itga3* KO and WT mice. GFP was detected in 9.6% of K19 *Itga3* KO and in 32.3% of K19 *Itga3* WT tumors and did not exceed 1% of total tumor mass.

### α3β1-depleted keratinocytes show an increased differentiation signature and decreased expression of CCN2 during the initiation stage of tumorigenesis

The non-HB origin of most tumors together with the decreased tumorigenesis upon the deletion of HB-derived *Itga3* indicate that α3β1 in HB SCs likely promotes tumorigenesis indirectly, that is, through changes in the pro-tumorigenic environment or by directly affecting neighboring keratinocytes. Because the deletion of *Itga3* in HB SCs had a larger effect on the initiation of tumorigenesis than on the rate of tumor growth (Figs 4A and S3A), we investigated a potential role of α3β1 in establishing a tumor-supportive environment. To this end, we performed RNA sequencing of GFP-positive keratinocytes isolated from the skin of K19 *Itga3* KO and WT mice during the initiation stage of tumorigenesis induced by short-term DMBA/TPA treatment, which has been shown to be sufficient for the outgrowth of papillomas (Diwan et al, 1985; Hennings et al, 1985). This stage of the two-stage chemical carcinogenesis, when pro-tumorigenic pathways are switched on, but tumors have not yet been formed, thus reflects the cell environment that can support tumor formation. 

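The sequencing covered 6 strand-specific libraries, 3 from K19 *Itga3* KO and 3 from K19 *Itga3* WT mice, each made from the FACS-sorted GFP-positive keratinocytes of 1 mouse. In both lines tamoxifen activates Cre in K19-expressing HB cells and switches these cells and their progeny to GFP, and in the KO line it also removes the floxed part of *Itga3*. For Cre induction the paper gives 4 days of tamoxifen injections at 2.5 mg/ml from the age of 5 weeks and 5 days, with topical tamoxifen at 20 mg/ml added, whereas the sample descriptions give 10 mg/ml and an age of 6 weeks. Both give 1 application of 30 μg DMBA at 7 weeks of age, and the paper gives 4 applications of 12.34 μg TPA over the next 2 weeks. The authors aligned the reads of 65 bases to the mouse genome (GRCm38) with TopHat, counted the uniquely mapped reads on the sense strand of each Ensembl gene, and deposited these counts without normalization. The columns of the count table carry the genotype but no sample number, so the libraries are called WT a, b and c and KO a, b and c in the order of the table. Counts on genes summed to 22204445, 21167965 and 22851841 in WT a, b and c and to 23670507, 21392260 and 20578309 in KO a, b and c, and TMM normalization factors lay between 0.981 and 1.03. No library was a copy of another, since every pair differed by at least 10.1 times the sampling noise (chi-square per degree of freedom). Pairs of KO libraries lay at 10.07 to 20.17, pairs of WT libraries at 24 to 51.83 and pairs of unlike genotype at 15.07 to 67.01. By this measure the WT libraries did not group apart from the KO libraries. Of 22295 genes, those with no count in any library were left out, as in the paper. The remaining 21681 were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and limma-voom, DESeq2, other normalizations and filters, and the omission of each library in turn were run as alternatives. A gene with 3 counts or fewer in a library (0.127 to 0.146 CPM) was treated as not detected there.

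The targeted gene *Itga3* (ENSMUSG00000001507, chromosome 11, 95044474 to 95076801) had 298 ± 63.9 CPM (SD, n = 3) in WT and 129 ± 5.22 CPM (SD, n = 3) in KO libraries, a log2 fold change of −1.20 (standard error 0.13, adjusted p = 0.00283 from edgeR). The count was lower in each of the 3 KO libraries than in any WT library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). With each library left out in turn the log2 fold change stayed between −1.31 and −1.01, but the adjusted p from edgeR rose to 0.130 without WT c and to 0.0934 without KO a. Over all alternatives and omissions the adjusted p ranged from 6.06e-12 (DESeq2) to 0.130. Itgb1, which encodes the β1 partner, had a log2 fold change of −0.11 (standard error 0.10, adjusted p = 0.682 from edgeR).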

At this time point, HB-originating GFP-positive cells can be found in both outer and inner layers of the growing HFs and, interestingly, in some cases in the isthmus, infundibulum, and IFE of K19 *Itga3* KO and WT mice (Fig 6A). Gene expression profiling of the GFP-positive keratinocytes by RNA sequencing confirmed their HB origin (e.g., high expression of CD34, Lgr5, and K15) (Fig S4A). 

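Levels were placed on the scale that the methods give for display, log2 of counts per 10000000 reads plus a pseudocount of 1. Krt15 (ENSMUSG00000054146, chromosome 11, 100131758 to 100135928), which encodes K15, stood at 16.91 ± 0.29 (SD, n = 3) in WT and 16.71 ± 0.19 (SD, n = 3) in KO libraries. Cd34 (ENSMUSG00000016494, chromosome 1, 194938821 to 194961292) stood at 13.06 ± 0.03 in WT and 12.31 ± 0.33 in KO libraries, and Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) at 12.50 ± 0.26 and 12.03 ± 0.30. The median over the 21681 tested genes was 5.63 in WT and 5.55 in KO libraries. All 3 markers therefore ranked at or above percentile 98.68 of tested genes in both groups. The counts behind them were between 7884 (Lgr5) and 336855 (Krt15) per library. Between the genotypes, Cd34 was lower in KO by more than the spread between libraries (log2 fold change −0.72, standard error 0.14, adjusted p = 0.0462 from edgeR), whereas the differences in Krt15 (−0.21, standard error 0.17, adjusted p = 0.682) and Lgr5 (−0.47, standard error 0.17, adjusted p = 0.283) did not pass. The alternative that moved the levels most divided the counts by exon length, after which Cd34 stood at 10.19 in WT and 9.44 in KO, Lgr5 at 9.14 and 8.67, and Krt15 at 16.09 and 15.89, at percentiles 98.1, 95.8 and 100 of tested genes.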

A total of 15 protein-coding genes were significantly differentially expressed between the GFP-positive *Itga3* KO and WT keratinocytes. 

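In edgeR's fit all 15 genes of the heat map in Fig 6B had an adjusted p below 0.05, the largest being 0.00999, and all 15 changed in the direction that the figure shows. Higher in KO were Sbsn, Sox4, Cpeb2, Sprr1a, Nckap5l, Pitpnm3, Edn2, Klk5, Cacna1g and Rnf157, and lower were Itga3, Ccn2, Senp3, Tnfrsf11b and Slfn9. With p-values adjusted over the list alone, 15 of 15 also passed, which is not independent evidence because the study chose the list on these libraries. Among the genes with lower expression in KO, Slfn9 changed most, with a log2 fold change of −2.37 (standard error 0.20, adjusted p = 0.000309), from 25.7 ± 7.12 CPM (SD, n = 3) in WT to 4.95 ± 0.60 CPM (SD, n = 3) in KO. Rnf157 rose most, by 2.54 (standard error 0.30, adjusted p = 0.00402), from 0.876 ± 0.373 to 5.13 ± 0.75 CPM, on 12 to 28 counts per WT library. The smallest change was that of Senp3, at −0.74 (standard error 0.10, adjusted p = 0.00765). Cpeb2 (0.76, standard error 0.11), Nckap5l (1.14, standard error 0.14) and Cacna1g (2.39, standard error 0.26) were higher in KO. Itga3, Senp3, Pitpnm3, Slfn9, Cacna1g and Rnf157 lie on chromosome 11, the chromosome of the targeted gene.

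Over all genes, 146 had an adjusted p below 0.05 in edgeR. Of these, 94 also had a mean log2 CPM above 4 and an absolute log2 fold change above 0.6, of which 66 were higher and 28 lower in KO, 90 were protein-coding and 12 were genes of the heat map. On simulated counts without any change and with dispersions that vary from gene to gene, edgeR put a median of 13.5 genes (6 to 28 over 20 simulations) past the same thresholds. With all 6 libraries, the alternatives in tool, normalization and gene filter put from 8 (at least 10 counts in every library) to 209 genes (DESeq2) past the thresholds. With limma-voom and TMM factors, 24 genes had an adjusted p below 0.05, and the 15 protein-coding ones were the 15 genes of the heat map, whose largest adjusted p was 0.0468. Leaving out WT c left 2 genes past the thresholds and none of the heat map (0 of 15, with 1810 genes at an unadjusted p below 0.05), and leaving out KO a left 7, of which 3 were of the heat map, whereas leaving out WT a gave 263. With filterByExpr or at least 10 counts in every library, 10 of the 15 had an adjusted p below 0.05, and Sox4, Cpeb2, Nckap5l, Tnfrsf11b and Edn2 did not. All 15 genes kept their direction in each of these fits.

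**Figure D1:**
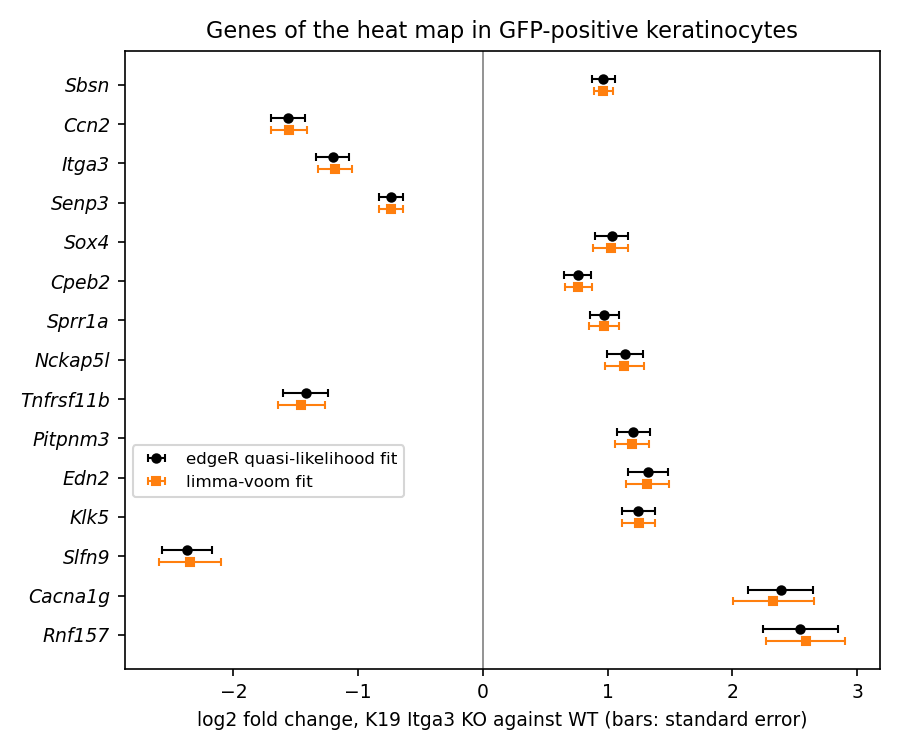
Log2 fold change of K19 Itga3 KO against WT keratinocytes for the 15 genes of the heat map, from edgeR (black circles) and limma-voom (orange squares), with standard errors as bars (3 libraries per genotype). The values range from −2.37 for Slfn9 to 2.54 for Rnf157 in edgeR, and the estimates of both fits lie within their standard errors of each other.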

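Among the 10 genes of the heat map that were higher in KO, Sox4 rose from 69.9 ± 7.83 CPM (SD, n = 3) in WT to 143 ± 24.4 CPM (SD, n = 3) in KO libraries, a log2 fold change of 1.03 (standard error 0.13, adjusted p = 0.00643 from edgeR). Sprr1a (ENSMUSG00000050359, chromosome 3), which encodes a precursor of the cornified envelope, rose by 0.97 (standard error 0.12, adjusted p = 0.00402), and the protease gene Klk5 (ENSMUSG00000074155, chromosome 7) by 1.25 (standard error 0.13, adjusted p = 0.00242). Pitpnm3, on chromosome 11, rose by 1.21 (standard error 0.13, adjusted p = 0.00279). Without WT c the log2 fold changes of Sox4, Sprr1a, Klk5 and Pitpnm3 were 0.95, 1.07, 1.20 and 1.16. Without KO a they were 0.98, 0.86, 1.17 and 1.22. The adjusted p from edgeR without WT c was 0.252 for Sox4, 0.119 for Sprr1a, 0.126 for Klk5 and 0.143 for Pitpnm3, and without KO a it was 0.135, 0.0704, 0.0532 and 0.0532. With filterByExpr it was 0.0520 for Sox4. For Sox4 it ranged from 2.26e-08 (DESeq2) to 0.252 over all alternatives and omissions. A list of epidermal differentiation genes was tested without the genes of the heat map. Its 41 tested genes had a median log2 fold change of 0.12, with 23 higher and 18 lower in KO (camera with a preset correlation of 0.01, adjusted p = 0.00223 over 11 lists). That call was not kept by fry (adjusted p = 0.478), by camera with an estimated correlation (adjusted p = 0.518) or by camera without WT a (adjusted p = 0.462), and over all alternatives and omissions without the genes of the heat map the adjusted p ranged from 1.36e-05 to 0.518. The median was 0.45 without WT b and 0.35 among genes with at least 10 counts in every library (23 of 30 higher). In the list, 2 genes had an adjusted p below 0.05 over all genes tested and 8 when adjusted over the list alone. The 2 were Klk7, with a log2 fold change of 1.34 (standard error 0.21), and Klk8, with 1.26 (standard error 0.21), and neither passed in limma-voom (adjusted p = 0.0929 and 0.128).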

Several of the hits that displayed an increased expression in *Itga3* KO keratinocytes are known to be involved in squamous cell differentiation (Fig 6B), which is in line with previously reported observations of the increased epidermal turnover upon the deletion of *Itga3* (Sachs et al, 2012). Importantly, several of the hits belonged to the keratinocyte secretome, indicating that α3β1 could promote the formation of tumor-permissive environment through regulation of paracrine signaling of the HB SCs (Fig 6B). 

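Of the genes that Fig 6B marks as secreted, Sbsn (ENSMUSG00000046056, chromosome 7, 30734739 to 30756134) rose from 513 ± 28.5 CPM (SD, n = 3) in WT to 1002 ± 28.2 CPM (SD, n = 3) in KO libraries, a log2 fold change of 0.96 (standard error 0.09, adjusted p = 0.00104 from edgeR). Edn2 (ENSMUSG00000028635, chromosome 4, 120161206 to 120167360) rose from 11.8 ± 1.91 to 29.5 ± 5.05 CPM, a log2 fold change of 1.32 (standard error 0.16, adjusted p = 0.00455). Tnfrsf11b (ENSMUSG00000063727, chromosome 15, 54250619 to 54278484), which encodes osteoprotegerin, fell from 65.7 ± 7.84 to 24.5 ± 7.35 CPM, a log2 fold change of −1.42 (standard error 0.18, adjusted p = 0.00669). Ccn2, the remaining gene with this mark, was lower in KO as well. So the 4 marked genes did not change in one direction, 2 being higher and 2 lower. For each of Sbsn, Edn2 and Tnfrsf11b the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible). Without WT c the log2 fold changes of Sbsn, Edn2 and Tnfrsf11b were 1.01, 1.27 and −1.46, and without KO a they were 0.94, 1.33 and −1.40. The adjusted p from edgeR without WT c was 0.0520 for Sbsn and 0.244 for both Edn2 and Tnfrsf11b, and without KO a it was 0.106 for Edn2 and 0.174 for Tnfrsf11b. With all libraries, Edn2 and Tnfrsf11b also lost the call with filterByExpr (0.0502 and 0.0603) and with at least 10 counts in every library (0.0589 and 0.0719).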

The high expression of connective tissue growth factor CCN2 (also CTGF) was of particular interest, as this protein has a broad regulatory function in a variety of important biological and pathological processes, is a known integrin interactor, and has been implemented in skin tumorigenesis before (Quan et al, 2014; Ramazani et al, 2018). 

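Ccn2, listed in the count table under its older symbol Ctgf (ENSMUSG00000019997), lies on chromosome 10 from 24595442 to 24598683. Its level was 797, 582 and 795 CPM in WT a, b and c and 238, 280 and 218 CPM in KO a, b and c, which gives 725 ± 124 CPM (SD, n = 3) in WT and 245 ± 31.96 CPM (SD, n = 3) in KO. These levels rest on 12699 to 18031 counts per WT library and 4505 to 5979 per KO library, so counting error was small beside the spread between mice. The log2 fold change was −1.56 (standard error 0.14, adjusted p = 0.00054 from edgeR's quasi-likelihood test). Each KO library was below each WT library (exact two-sided permutation test, p = 0.1, the smallest p possible with 3 against 3). The estimate moved little between −1.58 and −1.56 over 8 alternatives in tool, normalization and gene filter, all with an adjusted p below 0.05, and between −1.70 and −1.48 when single libraries were left out. Without WT c the adjusted p from edgeR was 0.0926, and in the 5 other fits with a library left out it was below 0.05. Over all alternatives and omissions it ranged from 1.09e-20 (DESeq2) to 0.0926.

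**Figure D2:**
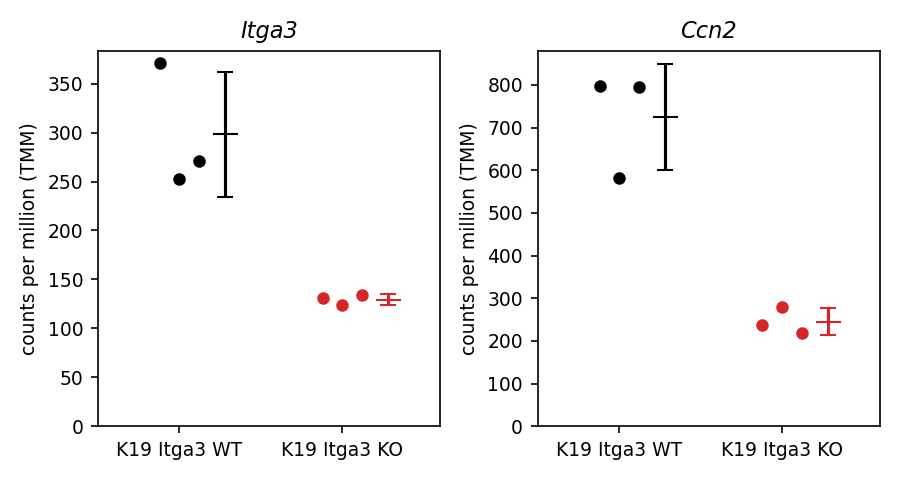
Normalized expression (CPM, TMM-scaled) of Itga3 (left) and Ccn2 (right) in GFP-positive keratinocytes of K19 Itga3 WT (black) and KO (red) mice. Each dot is the library of 1 mouse, and the dash with its bar gives the mean and SD of 3 libraries. For Ccn2 the WT libraries lie between 582 and 797 CPM and the KO libraries between 218 and 280 CPM.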

RNA sequencing data were validated using immunohistochemical and immunofluorescent (IF) staining, which confirmed that CCN2 localizes to HFs and HB SCs of short-term DMBA/TPA–treated back skin (Figs 6C and S4B), as has been previously reported (Rittié et al, 2009; Liu & Leask, 2013). Furthermore, IF staining confirmed the reduction of CCN2 expression in GFP-positive HFs lacking α3β1 (Fig 6C). In papillomas, CCN2 expression could be observed in isolated epithelial or stromal cells and occasionally in cell clusters, which did not correlate to the HB-originating GFP-positive areas in consecutive sections of tumors, isolated from K19 *Itga3* WT mice (Fig S4C and D). Although CCN2 could be detected in all K19 *Itga3* WT tumors analyzed, a small number of CCN2-positive cells (the mean CCN2-positive surface is 0.27% of total tumor area) together with their non-HB origin indicates that CCN2 does not play a major role in the late stages of tumor growth (Fig S4C).

**Figure 6.**
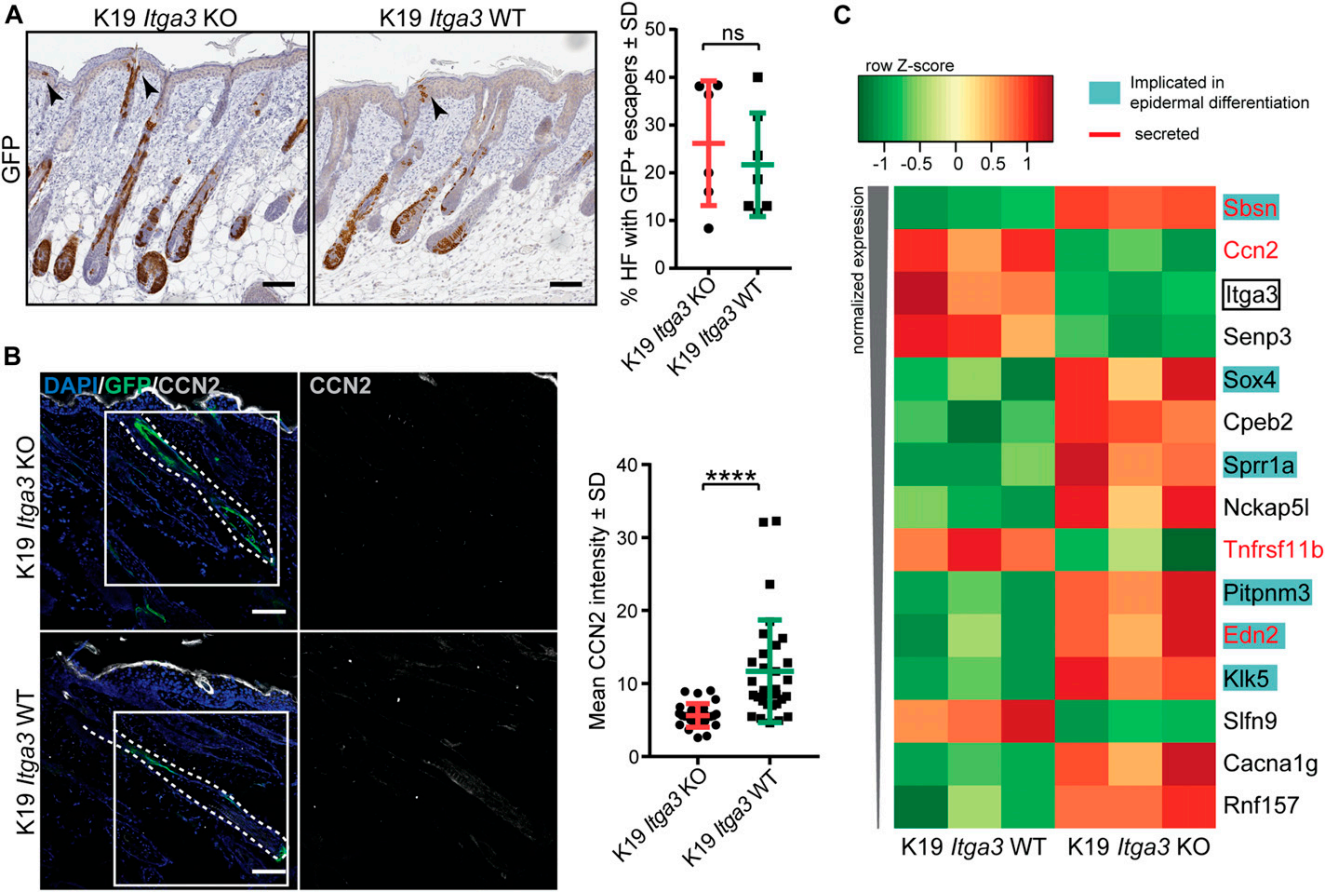
α3β1-depleted keratinocytes show an increased differentiation signature and decreased expression of CCN2 during the initiation stage of tumorigenesis. **(A)** GFP-positive Cre-induced HB SCs localize to growing hair follicles (HFs) and, in some cases, to isthmus, infundibulum, and IFE (black arrows) after short-term DMBA/TPA treatment in K19 *Itga3* KO and WT mice. Left: IHC staining for GFP (scale bar: 100 μm). Right: quantification of the number of HFs, where GFP-positive cells were observed in the upper parts of HFs and in adjacent IFE. Each dot represents a mouse (mean ± SD, unpaired *t* test). **(B)** Heat map of row-scaled significantly differentially expressed protein-coding genes of GFP-positive keratinocytes, isolated from three K19 *Itga3* KO and three K10 *Itga3* WT mice after short-term DMBA/TPA treatment. Protein-coding genes have an adjusted *P* < 0.05 and an average normalized expression across all samples >4 (as calculated with Voom) and a logFC > 0.6 between K19 Itga3 WT an KO mice. **(C)** IF staining (left) and quantification of mean intensity of the signal (right) for CCN2 in GFP-positive HFs after short-term DMBA/TPA treatment. Each dot represents a GFP-positive HF. HFs of five K19 *Itga3* KO and six K19 *Itga3* WT mice were quantified (mean ± SD, unpaired *t* test, *P* < 0.0001).

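Among the genes of the heat map, the smallest absolute log2 fold change was 0.74, for Senp3. On the scale of mean log2 CPM, however, Slfn9 (3.95), Cacna1g (2.36) and Rnf157 (1.63) lay below 4 in edgeR. In limma-voom, Slfn9 (3.48), Cacna1g (1.87), Rnf157 (1.06) and Klk5 (3.998) lay below 4, which left 11 of the 15 past all thresholds. On the scale of log2 counts per 10000000 reads plus 1, a scale chosen for the threshold after the values were seen, the lowest of the 15 was Rnf157 at 4.46, so that all 15 exceeded 4. Without any expression threshold, 137 genes passed in edgeR, of which 126 were protein-coding and 15 were of the heat map. A stricter limit of 1 on the absolute log2 fold change left 41 genes, with 8 of the heat map among them.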

**Figure S4.**
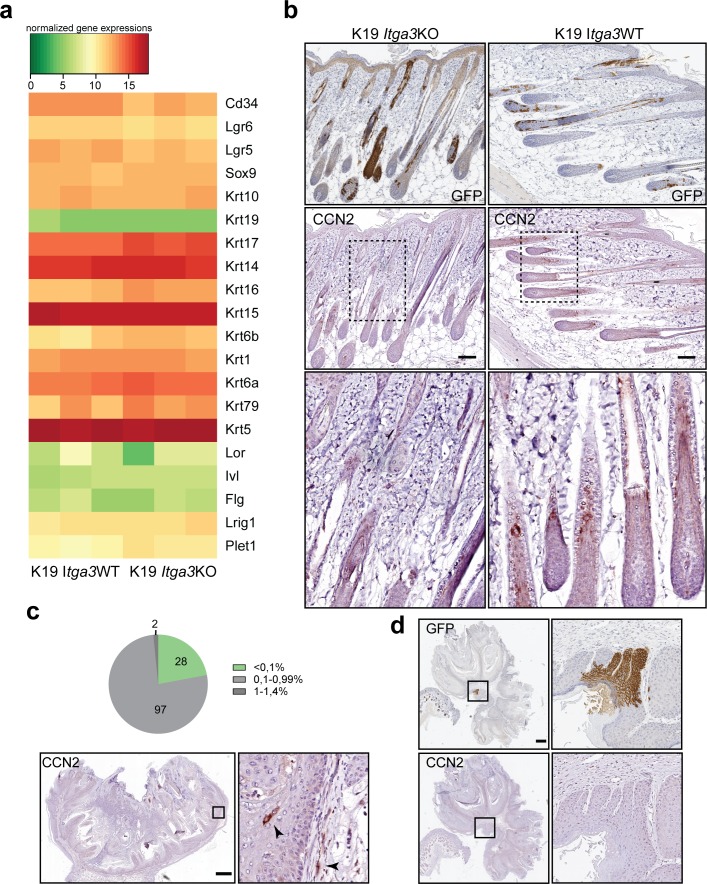
HB-originating α3β1-depleted keratinocytes show decreased expression of CCN2 during the initiation stage of tumorigenesis. **(A)** A heat map showing expression of selected epidermal markers, selected from gene list, in GFP-positive HB-originating keratinocytes, isolated from the skin of short-term DMBA/TPA–treated K19 *Itga3* KO and WT mice. **(B)** IHC staining for GFP and CCN2 in the skin of short-term DMBA/TPA–treated K19 *Itga3* KO and WT mice (scale bar: 100 μm). **(C)** Sparse CCN2-positive cells can be observed in epithelia and stroma of all tumors of K19 *Itga3* WT mice (arrow heads). Top: quantification of the CCN2-positive area in cross-section of 127 tumors, isolated from six K19 *Itga3* WT mice. CCN2 represents less than 1% of total tumor surface in most tumors. Bottom: representative IHC staining for CCN2 (scale bar: 500 μm). **(D)** Consecutive section of papilloma, isolated from K19 *Itga3* WT mouse, stained for GFP and CCN2. No overlap of the two markers can be observed (scale bar: 500 μm).

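Fig S4A displays 20 epidermal markers. By mean level, Krt5 ranked first, at 17.56 ± 0.35 (log2 of counts per 10000000 reads plus 1, SD, n = 3) in WT and 17.56 ± 0.12 in KO libraries. Krt19, whose promoter drives the Cre, ranked last, at 5.03 ± 0.51 and 4.81 ± 0.23, at percentiles 47.59 and 47.02 of the tested genes. In both groups, 15 of the 20 markers lay above percentile 90. Between the genotypes, 3 of the 20 had an adjusted p below 0.05 over all genes tested in edgeR, and 8 when adjusted over the list alone. Apart from Cd34 these were Krt17, with a log2 fold change of 0.73 (standard error 0.13, adjusted p = 0.0409), and Plet1, with 0.83 (standard error 0.15, adjusted p = 0.0325). In limma-voom none of these 3 passed, the adjusted p being 0.119 for Cd34, 0.105 for Krt17 and 0.111 for Plet1. Levels of Lor varied most between mice of one genotype, at 7.46 ± 1.58 in WT and 6.59 ± 2.26 in KO.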

Together, these data show that during the initiation stage of tumorigenesis, α3β1 in HB SCs suppresses HF differentiation and regulates the expression of CCN2 and several other proteins that are part of HB SC secretome. Thus, α3β1 might affect the cell environment during early tumorigenesis through regulation of the paracrine signaling.

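Genes of HF differentiation were examined as a list of inner root sheath, cuticle and cortex genes. Its 28 tested genes had a median log2 fold change of 0.57, with 22 higher and 6 lower in KO (camera with the preset correlation, adjusted p = 8.15e-05 over 11 lists). In 5 genes 1 group did not exceed 3 counts in any library, and in 3 more neither group did. With the 5 genes at their lower bound and the 3 left out, the median was 0.26. The call was not kept by fry (adjusted p = 0.478), by camera with an estimated correlation (adjusted p = 0.518) or among genes with at least 10 counts in every library (adjusted p = 0.0843), and over all alternatives and omissions the adjusted p ranged from 6.21e-10 to 0.518. The median was 0.18 without KO a and 1.11 without WT b. The list did not separate the genotypes in each library. Its mean level relative to all 6 libraries was −0.093, −0.113 and −0.374 in WT a, b and c. In KO a, b and c it was 0.515, −0.121 and 0.142. Over all genes tested, 3 of the list had an adjusted p below 0.05, and 4 when adjusted over the list alone. Krt25 rose from 0.395 ± 0.234 CPM (SD, n = 3) in WT to 4.36 ± 2.83 CPM (SD, n = 3) in KO libraries, a log2 fold change of 3.45 (standard error 0.59, adjusted p = 0.0256 from edgeR). Krt28 rose by 1.83 (standard error 0.36, adjusted p = 0.0461) and Krt35 by 3.13 (standard error 0.62, adjusted p = 0.0462). These 3 keratin genes are neighbours on chromosome 11, between 4.26 and 5.03 Mb from *Itga3*, and none of them passed in limma-voom.

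From its own sequencing and staining data, the paper concludes that α3β1 in HB SCs suppresses the differentiation of HFs when tumorigenesis starts. It also concludes that α3β1 regulates CCN2 along with other secreted proteins (Fig 6B and 6C). The paper proposes that α3β1 might act on the cell environment in this way, through paracrine signals.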

### CCN2 expression is α3β1 dependent and promotes colony formation and 3D growth of *Hras*-transformed keratinocytes in vitro

Next, we investigated whether α3β1 regulates the expression of CCN2 in *Hras*-transformed keratinocytes, isolated from K14 *Itga3* WT mice that underwent the full DMBA/TPA carcinogenesis protocol (MSCC WT and MSCC *Itga3* KO keratinocytes) (Sachs et al, 2012). In agreement with our observations in mice, deletion of α3β1 in MSCC keratinocytes resulted in reduced levels of CCN2 mRNA (Fig 7A). Furthermore, MSCC WT keratinocytes showed an increased expression of CCN2 when the conditions that occur during DMBA/TPA treatment were mimicked by application of either TPA or IL-6, the cytokine up-regulated during DMBA/TPA tumorigenesis and crucial for tumor formation (Ancrile et al, 2007) (Fig 7A). Integrin α3β1-dependent expression of CCN2 and its increase upon TPA and IL-6 treatment were confirmed at the protein level using IF and Western blot (WB) analysis (Figs 7B and C and S5A). Furthermore, IF analysis showed that MSCC WT keratinocytes secrete CCN2, which co-localized with deposited laminin-332 (Figs 7B and S5B). To assess whether CCN2 contributes to the tumorigenic properties of transformed keratinocytes in vitro, we generated two CCN2 KO clones using CRISPR/Cas9 with two distinct guide RNAs (MSCC CCN2 KO G1 and MSCC CCN2 KO G2) (Fig 8A) and submitted them to colony formation assay. In line with observations in K14 *Itga3* KO mice, the deletion of α3β1 resulted in a strong reduction of colony formation and in decreased colony size (Figs 8B and S6A). Although the deletion of CCN2 did not influence colony size, the colony-forming ability of the two CCN2 KO clones was significantly reduced compared with WT MSCC and control clones (Figs 8B and S6A). Next, we tested whether secreted CCN2 can promote survival of transformed keratinocytes by treating *Itga3* KO MSCCs and CCN2 KO clones with exogenous CCN2. CCN2 treatment significantly increased the colony formation of CCN2 KO MSCCs, albeit not to the level of the MSCC control clones (Figs 8C and S6B). No differences in colony formation could be observed upon the treatment of *Itga3* KO MSCCs with CCN2 (Figs 8D and S6B), indicating that α3β1-mediated secretion of CCN2 may enhance the tumorigenic potential of keratinocytes, but is not sufficient for tumorigenesis. We further investigated whether α3β1 and CCN2 affect the 3D growth of MSCC keratinocytes using the Matrigel matrix. The results showed that at the beginning of spheroid formation, CCN2 expression was dependent on integrin α3β1 (Fig 8E). Furthermore, spheroids needed α3β1 to successfully accumulate mass in the 3D matrix (Fig 8E and F). Importantly, although CCN2 KO clones still formed 3D spheroids, their size was significantly reduced compared with CCN2 control clones and MSCC WT keratinocytes (Fig 8F). In 3D culture, seeding the CCN2 KO MSCC clones in the presence of two different concentrations of CCN2 slightly increased their growth potential (Figs 8G and S6C), which was not observed when CCN2 MSCC cells were treated 3 d after seeding, when spheroids had already been formed (Fig S6D). This is in agreement with our previous observations of low CCN2 expression during late stages of tumor and spheroid growth (Figs 8E and S4C) and could further indicate that exogenous CCN2 may enhance tumorigenic potential of transformed keratinocytes predominantly during early stages of tumorigenesis. However, as CCN2 can associate with extracellular matrix components (Ramazani et al, 2018), which we observed also in this study (Fig S5B), it is conceivable that the concentration of CCN2 that reached cells within the inner layers of spheroids was too low to promote the growth of already formed spheroids, despite the high concentration of CCN2 used (Fig S6D). Finally, we confirmed that α3β1 expression is an essential prerequisite for CCN2-mediated promotion of tumorigenesis, as seeding *Itga3* KO MSCC with CCN2 had no effect on their 3D growth (Fig 8H).

**Figure 7.**
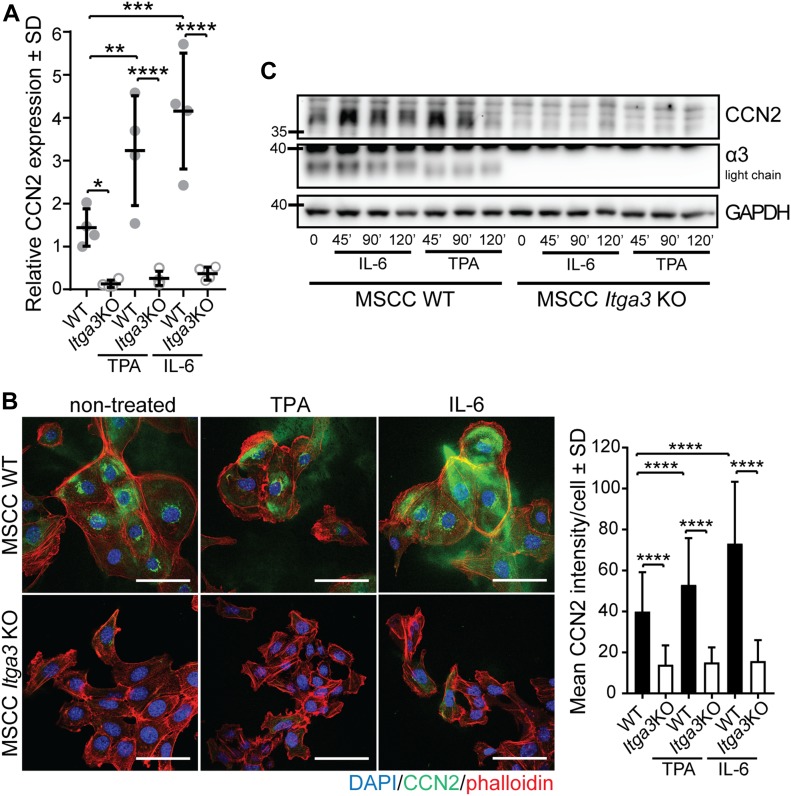
CCN2 expression in transformed keratinocytes is α3β1-dependent. **(A)** GAPDH-normalized relative mRNA expression of CCN2 is significantly decreased in non-stimulated as well as IL-6 and TPA-treated α3β1-depleted keratinocytes. The average of up to four independent measurements of technical duplicates of four RNA samples per group (dots) is presented (mean ± SD, Fisher’s LSD test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001). **(B)** IF (left) and quantification of the mean intensity (right) of CCN2 in non-stimulated, IL-6, and TPA-treated MSCC *Itga3* KO and WT keratinocytes. Expression of CCN2 is α3β1 dependent and increases upon IL-6 and TPA treatment (scale bar: 50 μm). 90 cells imaged over three independent experiments were quantified (mean ± SD, Fisher’s LSD test, *P* < 0.0001). **(C)** Representative WB confirming α3β1-dependent and IL-6– and TPA-mediated CCN2 expression. Quantification can be found in Fig S5A. Source data are available for this figure.

**Figure S5.**
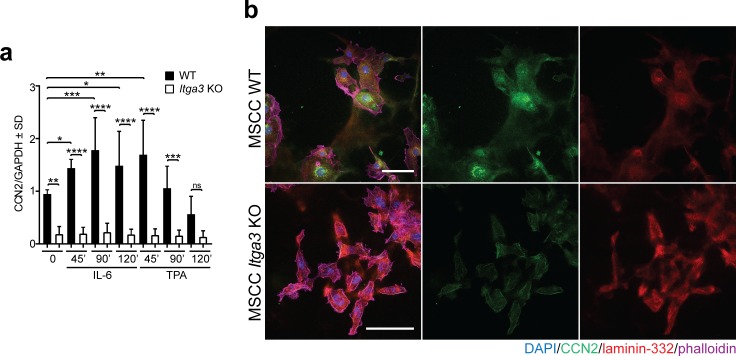
CCN2 expression in transformed keratinocytes is α3β1-dependent. **(A)** Quantification of WB from Fig 7C. Bars represent the mean of five independent experiments (mean ± SD, Fisher’s LSD test, *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001). **(B)** IF images showing co-localization of excreted CCN2 and laminin-332 in the culture of non-treated MSCC *Itga3* KO and WT keratinocytes.

**Figure 8.**
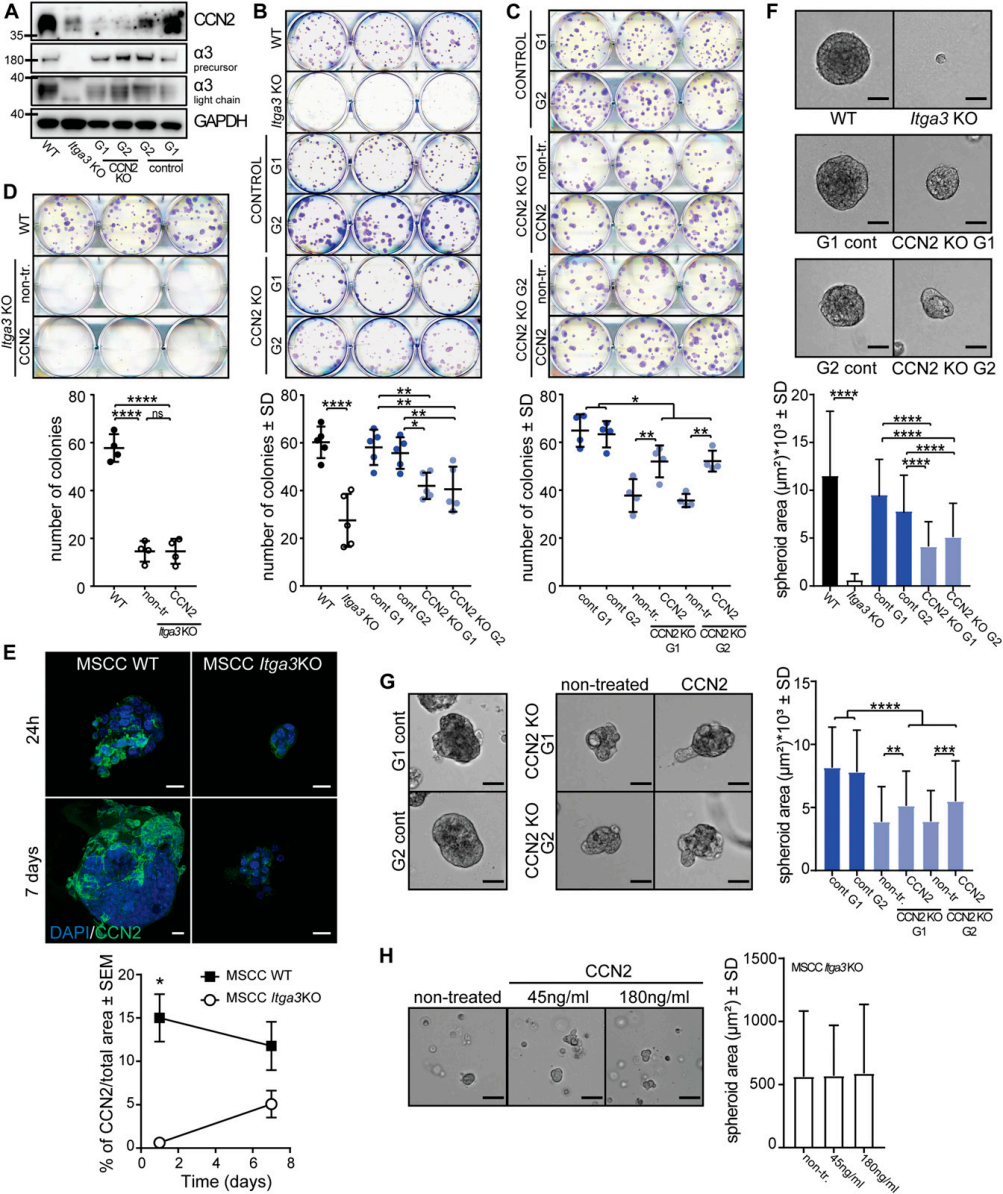
CCN2 promotes colony formation and 3D growth of transformed keratinocytes expressing α3β1. **(A)** WB of CCN2 and integrin α3-expression of selected CCN2 KO and control clones. **(B)** Representative image (top) and quantification (bottom) of colony-formation assay of MSCC *Itga3* WT and *Itga3* KO cells and MSCC CCN2 KO G1, KO G2, control G1, and control G2 clones. Deletion of α3β1 results in a strong reduction of colony formation and colony size. Moderate reduction of colony formation can be seen upon CCN2 deletion. Quantification of colony size can be found in Fig S6A. Average values of technical triplicates of five independent experiments are presented (mean ± SD, Fisher’s LSD test, *P < 0.05, **P < 0.005, ****P < 0.0001). **(C)** Representative image (top) and quantification (bottom) of colony-formation assay of MSCC CCN2 KO G1 and KO G2 clones, grown in control conditions or in the presence of 45 ng/ml CCN2, as well as CCN2 WT control G1 and control G2 clones. Treatment with exogenous CCN2 significantly increases colony formation of CCN2 KO clones. Quantification of colony size can be found in Fig S6B. Average values of technical triplicates of four independent experiments are presented (mean ± SD, Fisher’s LSD test, *P < 0.05, **P < 0.005). **(D)** No differences in the number of colonies can be observed upon CCN2 treatment of *Itga3* KO–transformed keratinocytes. Quantification of colony size can be found in Fig S6B. Average values of technical triplicates of four independent experiments are presented (mean ± SD, Fisher’s LSD test, ****P < 0.0001). **(E)** Quantification (left) and IF as maximum intensity projection (right) of CCN2 expression of MSCC *Itga3* WT and KO spheroids, grown in 3D Matrigel matrix for 1 or 7 d (scale bar: 20 μm). The expression of CCN2 is α3β1 dependent, which is particularly prominent at the beginning of spheroid growth. The percentage of CCN2-positive area was quantified from 17 MSCC *Itga3* KO and 30 MSCC *Itga3* WT spheroids 1 d after seeding and from 15 MSCC *Itga3* KO and 27 MSSC WT spheroids 7 d after seeding (mean ± SEM, unpaired *t* test, *P < 0.05). **(F)** Spheroid growth in 3D Matrigel is α3β1 dependent and moderately reduced upon CCN2 deletion. Top: bright-filed images of representative spheroids (scale bar: 50 μm). Bottom: size quantification of 60–80 spheroids measured over three to four independent experiments (mean ± SD, Fisher’s LSD test, ****P < 0.0001). **(G)** 3D growth of CCN2 KO MSCC spheroids shows small but significant increase when cells are seeded with 45 ng/ml of CCN2. Left: bright-filed images of representative spheroids (scale bar: 50 μm). Right: size quantification of 85–90 spheroids measured over three independent experiments (mean ± SD, Fisher’s LSD test, **P < 0.005, ***P < 0.0005 ****P < 0.0001). **(H)** Seeding *Itga3* KO MSCCs with 45 or 180 ng/ml of CCN2 does not impact the 3D growth pf spheroids. Left: bright-filed images of representative spheroids (scale bar: 50 μm). Right: size quantification of 70 spheroids measured over two independent experiments (mean ± SD, one-way ANOVA, *P* = 0.9491). Source data are available for this figure.

**Figure S6.**
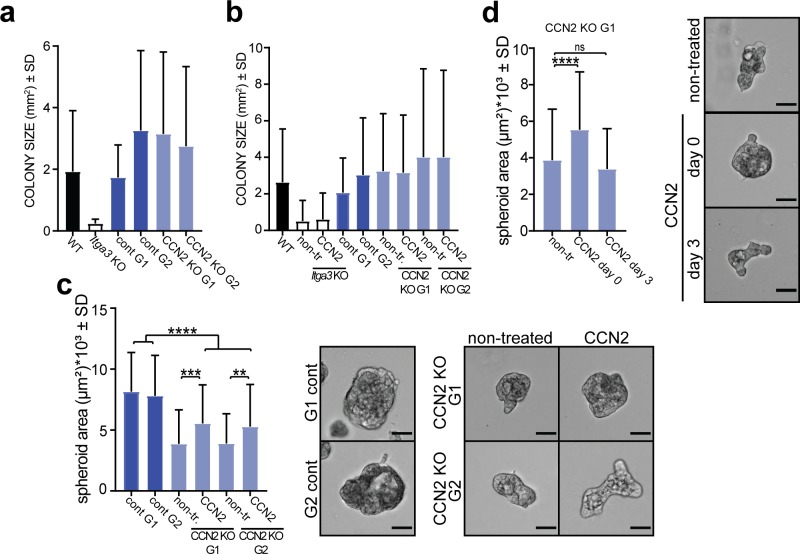
CCN2 promotes colony formation and 3D growth of transformed keratinocytes expressing α3β1. **(A)** Quantification of the colony size from colony formation from Fig 8B. Total colonies from three independent experiments were quantified (n = 246–563, mean ± SD). **(B)** Quantification of the colony size from colony formation from Fig 8C and D. Total colonies from three independent experiments were quantified (n = 166–779, mean ± SD). **(C)** 3D growth of CCN2 KO MSCC spheroids shows small but significant increase when cells are seeded with 180 ng/ml of CCN2. Left: bright-filed images of representative spheroids (scale bar: 50 μm). Right: size quantification of 90 spheroids measured over three independent experiments (mean ± SD, Fisher’s LSD test, **P < 0.005, ***P < 0.0005, ****P < 0.0001). **(D)** Whereas seeding MSCC CCN2 G1 clone with CCN2 increases its 3D growth, such effect is not observed when exogenous CCN2 (180 ng/ml) is added when spheroids have already formed 3 d after seeding. Left: size quantification of 90 spheroids measured over two to three independent experiments (mean ± SD, Fisher’s LSD test, ****P < 0.0001). Right: bright-filed images of representative spheroids (scale bar: 50 μm).

Together, these data show that CCN2 plays a role in supporting the tumorigenic potential of α3β1-expressing transformed keratinocytes in vitro, which makes it a likely player in our in vivo tumorigenesis mouse model.

## Discussion

The previous hypothesis on the mechanism behind the essential role of integrin α3β1 in DMBA/TPA–induced tumorigenesis heavily weighted on the idea that HB SCs represent the cancer cells-of-origin and that the deletion of α3β1 promotes their egress into IFE (Sachs et al, 2012). Here, we show that the deletion of α3β1 in HB keratinocytes causes a slight increase in their egress only during wound healing. As the egress of HB SCs and α3β1-mediated suppression of keratinocyte migration during wound healing is well established, such role of HB-residing α3β1 in wound re-epithelization is not unexpected (Ito et al, 2005; Margadant et al, 2009; Plikus et al, 2012). More surprising is the observation that the deletion of α3β1 does not cause the egress of HB SCs under normal homeostatic conditions, even though α3β1-depleted, K15-positive keratinocytes are found in the upper parts of HF and in IFE of K14 *Itga3* KO mice (Sachs et al, 2012). As the deletion of α3β1 causes an increased epidermal turnover in K14 *Itga3* KO mice (Sachs et al, 2012), our finding that these keratinocytes express K15 de novo ties well with the reported close relationship between K15 expression and the loss of homeostasis of the epidermal differentiation program in basal-like cells (Troy et al, 2011).

The DMBA/TPA–induced skin carcinogenesis model mimics the multistage nature of cancer, in which substantial time is needed for tumors to outgrow from cancer-initiating cells. In line with this, the importance of slow-cycling, label-retaining cells in DMBA/TPA–initiated tumorigenesis has long been established (Morris et al, 1997, 2000). Therefore, a loss of initiated label-retaining SCs due to their premature terminal differentiation during increased epidermal turnover remains a plausible cause of the near complete absence of tumorigenesis in K14 *Itga3* KO mice (Sachs et al, 2012). 

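Markers of terminal epidermal differentiation were measured in the same GFP-positive keratinocytes, on 3 K19 *Itga3* KO and 3 WT libraries. Krt1 had a log2 fold change of 0.07 (standard error 0.12, adjusted p = 0.855 from edgeR) and Krt10 one of 0.03 (standard error 0.15, adjusted p = 0.966). The change was 0.33 (standard error 0.21) for Ivl, −0.69 (standard error 0.81) for Lor and −0.26 (standard error 0.35) for Flg, and none of these 5 differed by more than the spread between libraries (adjusted p from 0.617 to 0.966). Sbsn, Sprr1a and Klk5, which are genes of the upper epidermal layers as well, were higher in each KO library than in any WT library. As genes of the heat map, they were chosen for a difference between these same libraries. Their separation is therefore not independent evidence of differentiation.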

The finding that α3β1 affects epidermal turnover was confirmed in this study, where we observed an increased differentiation in gene signature in GFP-positive cells, isolated from K19 *Itga3* KO mice, although the differences in differentiation were not substantial enough to affect the hair cycle or hair growth in mice. This was expected, as hair cycle was not altered in K14 *Itga3* KO mice of similar age (Sachs et al, 2012), although the loss of integrin α3β1 has been shown to affect HF maintenance and morphology in mice, bred onto C57Bl/6 background (Conti et al, 2003; Sachs et al, 2012).

HB SCs have often been suggested to be the main cells-of-origin for DMBA/TPA–initiated tumors (Trempus et al, 2007; Malanchi et al, 2008; White et al, 2011; Lapouge et al, 2012). However, several studies have demonstrated that other epidermal cell populations can also act as cancer SCs in the DMBA/TPA model of skin carcinogenesis (Morris et al, 2000; Lapouge et al, 2011; van de Glind et al, 2016; Huang et al, 2017). Considering also the fact that the K15 promoter, which is commonly used for HB-specific genetic modifications, does not target this compartment exclusively (Lapouge et al, 2011), there is an emerging consensus that several epidermal SC populations can serve as cells-of-origin for DMBA/TPA–initiated tumors, albeit that there are likely differences in their fate during the progression of the disease (Morris et al, 2000; Sánchez-Danés & Blanpain, 2018). In this study, we showed that the contribution of HB SCs to skin tumors is minimal, and even further reduced in the K19 *Itga3* KO mice. A similar observation was made by Goldstein et al (2015), when they used the K19 promoter to target the deletion of the transcription factor Nfatc1 in HBs (Goldstein et al, 2015). A recent, thorough study by Reeves et al (2018) demonstrated that DMBA/TPA treatment induces papillomas that are mostly monoclonal but often contain additional minor populations at the edges of tumors. Interestingly, these minority populations, which resemble our HB-originating tumor patches, commonly do not possess driver *Hras* mutation and carry a lower mutational load (Reeves et al, 2018).

Despite their near absence in skin tumors, HB SCs affected tumor incidence and, to a much lesser degree, tumor size in an α3β1-dependent manner. The possibility that HB SCs can affect (rather than be) cancer-initiating cells has received undeservedly little attention. Only a very recent study by the research group of Valentina Greco demonstrated that HB SCs exhibit tolerance to *Hras* mutation and non-autonomously affect neighboring epithelial and stromal cells (Pineda et al, 2019). Our observations of HB-originating GFP-positive cells in IFE and upper parts of HFs during initiation of tumorigenesis indicate that α3β1 could affect neighboring cells and/or promote a permissive tumor environment in different epidermal niches. Furthermore, small HB-derived cell populations in tumors may also affect the survival and/or proliferation of neighboring tumor cells.

It is well established that the cellular environment, composed of fibroblasts, endothelial cells, and immune cells, plays a crucial role in the development and progression of DMBA/TPA–initiated tumors (Zhang et al, 2011; Lapouge et al, 2012; Medler & Coussens, 2014; Neagu et al, 2016). Over the past few years, the role of integrins beyond adhesion and biomechanical transduction of signals has become more evident, especially in their ability to modulate the tumor microenvironment (Longmate & DiPersio, 2017). In particular, integrin α3β1 has been shown to regulate paracrine signaling and cross talk between cells, among others by controlling the expression of secreted cellular proteins (Mitchell et al, 2010; Longmate et al, 2017; Zheng et al, 2019). This is in line with our findings that the expression of CCN2 in HB keratinocytes in vivo and in mouse keratinocytes in vitro depends on α3β1. 

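In the sorted HB keratinocytes, the KO libraries held 33.9% of the mean WT level of Ccn2 (n = 3 per genotype), while Itga3 itself stood at 43.4%. The counts of Itga3 cover the whole gene, of which Cre removes only the floxed part. The 43.4% is therefore no measure of the α3β1 that remained. In its staining after tamoxifen treatment, the paper reports efficient deletion of α3β1 in GFP-positive cells. Among the genes of the heat map with lower expression in KO, Slfn9 (19.3%) fell further than Ccn2, and Tnfrsf11b (37.3%) and Senp3 (59.9%) less.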

CCN2 has been implemented in skin tumorigenesis previously and is an interesting potential player in DMBA/TPA–induced skin cancer because its expression can be regulated by several proteins, essential for tumor formation in this model, such as FAK, YAP, TGFβ, and Stat3 (McLean et al, 2004; Kim et al, 2009; Pérez-Lorenzo et al, 2010; Quan et al, 2014; Zanconato et al, 2015; Ramazani et al, 2018). Moreover, it can directly interact with integrins, as well as with cytokines, such as TGFβ, and heparan sulfate proteoglycans, which are abundantly present in the basement membrane of the skin, and thus can modulate related signal transduction pathways and their cross talk (Ramazani et al, 2018). Furthermore, it was shown that the expression of CCN2 in mesenchymal cells in the skin and lungs affects a differentiation program of adjacent epithelial cells (Sonnylal et al, 2013), which fits well with the role of α3β1 in the DMBA/TPA tumorigenesis model. As the expression of CCN2 in full-grown papillomas is very low and could not be correlated with HB-originating areas by histochemistry, its potential pro-tumorigenic role likely occurs during the initiation stage of DMBA/TPA–driven tumorigenesis. This is supported by our in vitro studies, where CCN2 increased the clonogenic potential and initiation of 3D growth of transformed keratinocytes. However, it is clear that these in vitro studies cannot be used for drawing definitive conclusions concerning the role of CCN2 in vivo, and that further work is needed to explore this role. It would be particularly interesting to see if the deletion of CCN2 in HBs reduces the formation of papillomas in mice subjected to the two-stage carcinogenesis protocol.

It is important to note that the effect of CCN2 deletion on the in vitro tumorigenic properties of transformed keratinocytes is weak to moderate compared with the pronounced effect of the deletion of *Itga3*. Furthermore, the ability of CCN2 to promote the survival and outgrowth of transformed keratinocytes depends on the expression of α3β1. Thus, CCN2 may enhance tumorigenesis but is not essential for it. Considering also the fact that the deletion of α3β1 in HB SCs fails to completely recapitulate the effect of total epidermal α3β1 deletion on tumorigenesis, there must be additional α3β1-dependent functions that are relevant to tumor initiation and formation. Therefore, our study reopens the question of the mechanism behind the essential role of α3β1 in DMBA/TPA–driven tumorigenesis. Here, we disprove the original hypothesis that the dramatic effect of epidermal α3 deletion can be explained by the egress of HB SCs. Furthermore, we show that α3β1 in HB SCs contributes to tumorigenesis; however, its moderate effect strongly indicates that there are additional mechanisms in play, which will have to be re-examined.

Even though K19 promoter targets the HB with high specificity, a limitation of the K19–CreER mouse model is the low efficiency of Cre-mediated recombination. We have observed Cre induction in most HFs; however, α3β1 has not been deleted in all the HBs, which could mean that the contribution of HB-originating cells to tumor mass has been understated. With this concern in mind, we have analyzed a large number of tumors for HB originating, GFP-positive cells. As we found only 1 tumor of 365 to consist entirely of GFP-positive cells, we believe that the conclusion that HB SCs do not represent the main cancer cells-of-origin is credible. The remaining α3β1-positive cells in HBs of K19 *Itga3* KO mice could also lead to skewed effects of the deletion of α3β1 in HBs in tumorigenesis assays. This is of lesser concern, as we observed non-efficient deletion of α3 also in the HBs of K14 *Itga3* KO mice, that is, the model in which DMBA/TPA treatment resulted in near absence of tumor formation. Furthermore, it should be noted that differences between the two models may arise because of the different timing of *Itga3* deletion in the K14 *Itga3* KO and K19 *Itga3* KO mice. However, the subtility of the phenotype of constitutive *Itga3* epidermal deletion at the age when HB-specific *Itga3* deletion was induced in K19-driven mouse model offers some reassurance that our findings with the K19 *Itga3* KO mice can be related to those with the K14 *Itga3* KO mice (Margadant et al, 2009).

In conclusion, we show that α3β1 in HB SC population indirectly contributes to skin tumorigenesis. Integrin α3β1-regulated expression of matricellular protein CCN2 during the initiation of tumorigenesis indicates that α3β1 might mediate paracrine signaling and, thus, promote the formation of a permissive tumor environment. The role of CCN2 as a potential player in α3β1-mediated tumorigenesis was demonstrated in transformed keratinocytes in vitro. Although our findings elucidate only parts of the mechanism underlying the essential function of α3β1 in DMBA/TPA–driven tumorigenesis, they provide a new understanding of the role of HB SCs in skin tumorigenesis as well as offer an important insight into complex and diverse ways in which integrins can affect this disease.

## Materials and Methods

### Generation of mice

K19-CreER mice (Means et al, 2008) were intercrossed with mT/mG mice (Gt(ROSA)26Sor^tm4(ACTB-tdTomato,−EGFP)Luo^, strain 007576; Jackson Laboratory) to obtain K19-CreER; mT/mG mice (K19 *Itga3* WT mice). K19-CreER; mT/mG mice were further intercrossed with *Itga3*^fl/fl^ (i.e., *Itga3*^tm1Son/tm1Son^ according to the Mouse Genome Informatics) to obtain K19-CreER; mT/mG; *Itga3*^fl/fl^ (K19 *Itga3* KO) mice. Epidermis-specific mice are named Krt14^tm1(cre)Wbm^ (K14 *Itga3* WT mice) and Krt14^tm1(cre)Wbm^; *Itga3*^tm1Son/tm1Son^ (K14 *Itga3* KO mice) according to the Mouse genome Informatics and have been described before (Sachs et al, 2012). All mice were bred onto an FVB/N background. All animal studies were performed according to the Dutch guidelines for care and use of laboratory animals and were approved by the animal welfare committee of the Netherlands Cancer Institute.

### Animal experiments

A DMBA/TPA carcinogenesis protocol has been previously described (Sachs et al, 2012). Briefly, backs of 6-wk-old mice were shaved and after a week topically treated with 30 μg (in 200 μl acetone) of DMBA (D3254; Sigma-Aldrich), followed by bi-weekly topical applications of 12.34 μg (in 200 μl acetone) of TPA (P1585; Sigma-Aldrich) for 20 wk. A similar procedure was used for short-term DMBA/TPA treatment; however, mice were only treated with four doses of TPA over 2 wk after DMBA treatment. To induce Cre-recombinase, 5-wk and 5-d-old mice were injected IP for 4 d with 2.5 mg/ml of tamoxifen (T5648; Sigma-Aldrich) dissolved in sunflower oil per day and (at 6 wk) additionally topically treated with two doses of 200 μl of 20 mg/ml of tamoxifen dissolved in ethanol. For linage tracing, 3-wk-old mice were given an intraperitoneal injection of 2.5 mg/ml of tamoxifen dissolved in sunflower oil per day for four consecutive days. After indicated time points, mice were killed, and the skin was isolated and processed for immunofluorescence, immunohistochemistry or flow cytometry analysis, and/or for RNA isolation. Wound-healing experiments were performed as described previously (Ketema et al, 2015). 5-wk and 5-d-old mice were given an intraperitoneal injection of 2.5 mg/ml of tamoxifen dissolved in sunflower oil per day for four consecutive days. 7-wk-old mice were anesthetized and shaved, and four full-thickness excision wounds of 4-mm diameter were cut with small scissors (two per either side of the dorsal midline). Complete wounds, including surrounding tissue, were excised 3 and 5 d after injury. Paraffin sections across the middle of the wounds were used for histological analysis of the wound closure. 10 consecutive sections cut every 100 μm were used for quantification of the GFP-positive area per area of neo-epidermis.

### Immunohistochemistry

Skin, tumors, and tails were isolated, fixed in ethanol glacial acetic acid mixture (3:1), containing 2% of formaldehyde (EAF) and/or formaldehyde, embedded in paraffin, sectioned, and stained for hematoxylin and eosin (H&E) and/or immunohistochemistry (see Table 1). Images were taken with PL APO objectives (10×/0.25 NA, 40×/0.95 NA, and 63×/1.4 NA oil) on an Axiovert S100/AxioCam HR color system using AxioVision 4 software (Carl Zeiss MicroImaging) or with the Aperio ScanScope (Aperio), using ImageScope software version 12.0.0 (Aperio). Tumor classification was performed blindly. Image analysis was performed using ImageJ (Schindelin et al, 2012; Rueden et al, 2017).

**Table 1.** List of primary antibodies used, including application, dilution, and source.

Antigen	Name	Type	Application	Dilution	Source
Integrin α3		Rabbit pAb	WB	1:2,000	Homemade
Integrin α3	AF2787	Goat pAb	IF	1:100	R&D Systems
Integrin α3	AF2787	Goat pAb	FACS	1:100	R&D Systems
Integrin α3	sc-374242	Mouse mAb	IHC	1:500	Santa Cruz
Integrin α6-PE	eBioGoH3	Rat mAb	FACS	1:200	eBioscience
CCN2	E-5	Mouse mAb	WB	1:800	Santa Cruz
CCN2	L-20	Goat pAb	IF, IHC	1:100	Santa Cruz
CD34-FITC	RAM34	Rat mAb	FACS	1:100	eBioscience
GAPDH	CB1001	Mouse mAb	WB	1:1,000	Calbiochem
GFP	ab6556	Rabbit pAb	IHC	1:2,000	Abcam
Keratin 15	MA1-90929	Mouse mAb	IF, IHC	1:200	Thermo Fisher Scientific
Ki67	PSX1028	Rabbit pAb	IHC	1:750	Monosan
Laminin-332	R14	Rabbit pAb	IF	1:400	Kind gift of M Aumailey

### Immunofluorescence and whole mounts

Skin was isolated and embedded in Tissue-Tek OCT (optimal cutting temperature) cryoprotectant. Cryosections of skin were prepared, fixed in ice-cold acetone, and blocked with 2% BSA (Sigma-Aldrich) in PBS for 1 h at room temperature. Whole mounts of tail epidermis were isolated as described previously (Sachs et al, 2012), fixed in 4% paraformaldehyde in PBS, and permeabilized and blocked in PB buffer (20 mM Hepes buffer, pH 7.2, containing 0.5% [vol/vol] TrotonX-100, 0.5% [wt/vol] skim milk powder, and 0.25% [vol/vol] fish skin gelatin). MSCC cells were fixed with 2% paraformaldehyde for 10 min, permeabilized with 0.2% Triton X-100 for 5 min, and blocked with PBS containing 2% BSA for 1 h at room temperature. Spheroids were retrieved from Matrigel by incubation with Cell Recovery Solution (354253; Corning) for 1 h at 4°C and subsequently resuspended in ice-cold PBS. Isolated spheroids were mounted on poly-L-lysine (25988-63-0; Santa Cruz)–coated slides, fixed in 4% paraformaldehyde in PBS for 10 min, permeabilized with 0.2% Triton X-100 for 5 min, and blocked with PBS-containing 2% BSA for 1 h at room temperature. Tissues, spheroids, and cells were incubated with the indicated primary antibodies (see Table 1) in 2% BSA in PBS (whole mounts: PB buffer) for 60 min (whole mounts and spheroids: overnight), followed by incubation with secondary antibodies diluted 1:200 for 60 min (whole mounts: overnight). All samples where counterstained with DAPI for 5 min at room temperature and, when indicated, filamentous actin was visualized using Alexa Fluor 488–conjugated phalloidin (Invitrogen). Cryosections were mounted in Vectashield (H-1000; Vector Laboratories) and other samples in Mowiol. Samples were analyzed by Leica TCS SP5 confocal microscope with a 10 or 20× (NA 1.4) objective or 40 and 63× (NA 1.4) oil objective and processed using ImageJ (Schindelin et al, 2012; Rueden et al, 2017).

### Flow cytometry

Keratinocytes were isolated from mouse back skin as described before (Jensen et al, 2010), washed in PBS containing 2% FCS, and incubated for 1 h at 4°C in primary antibody (see Table 1) in PBS 2% FCS. In case of non-fluorophore–conjugated antibodies, the cells were subsequently incubated with donkey antigoat Alexa Fluor 647 (1:200 dilution; Invitrogen) antibody for 30 min at 4°C. The cells were analyzed on a Becton Dickinson FACSCalibur analyzer after the addition of indicated life/dead cell marker. For fluorescent-activated cell sorting, GFP-positive cell population was obtained using a Becton Dickinson FACSAria IIu cell sorter.

### RT-qPCR

Keratinocytes were isolated from mouse back skin as described before (Jensen et al, 2010), pelleted by centrifugation, and resuspended in TRIzol Reagent (15596018; Invitrogen). Whole mounts of tail epidermis were isolated (Sachs et al, 2012) and homogenized in TRIzol Reagent using Polytron, while keeping the temperature of the tissue at 4°C. 10-cm dishes of semi-confluent cells were washed with ice-cold PBS, scraped, and collected in 2 ml of TRIzol Reagent. Total RNA was extracted according to the manufacturer’s recommendations (TRIzol Reagent), and 3 μg of purified RNA was used to synthesize the first-strand cDNA using First-Strand cDNA Synthesis Kit (K1612; Thermo Fisher Scientific). Quantitative PCR analyses were performed using a Sybr Green gPCR Master Mix (K0251; Thermo Fisher Scientific) and ABI Prism 7500 Real-Time PCR System (Applied Biosystems). Analysis of results was performed with 7500 Fast System SDS software v 1.4 (Applied Biosystems). Results were presented as relative quantification of the ratio of K15 or CCN2 Ct over the GAPDH Ct. Following primers were used 5′-TGAGAAGGTGACCATGCAGA-3′ and 5′-GGCAGCCAGAATCGGATCTC-3′ for keratin 15, 5′-AGAACTGTGTACGGAGCGTG-3′ and 5′-GTGCACCATCTTTGGCAGTG-3′ for CCN2 and 5′-ACTCCACTCACGGCAAATTC-3′ and 5′-TCTCCATGGTGGTGAAGA-3′ for GAPDH.

### Expression analysis of HB-originating keratinocytes

Keratinocytes from the back skin of short-term DMBA/TPA–treated mice were isolated as described before and FACS-sorted for GFP-positive cells. Total RNA was isolated using the RNeasy Mini Kit (74106; QIAGEN), including an on-column DNase digestion (79254; QIAGEN), according to the manufacturer’s instructions. Quality and quantity of the total RNA was assessed by the 2100 Bioanalyzer using a Nano chip (Agilent). Total RNA samples having an RNA integrity number (RIN) >8 were subjected to library generation. Strand-specific libraries were generated using the TruSeq Stranded mRNA Sample Preparation Kit (RS-122-2101/2; Illumina Inc.) according to the manufacturer’s instructions (part no. 15031047 Rev. E; Illumina Inc.). Briefly, polyadenylated RNA from intact total RNA was purified using oligo-dT beads. After purification, the RNA was fragmented, random-primed, and reverse-transcribed using SuperScript II Reverse Transcriptase (part no. 18064-014; Invitrogen) with the addition of actinomycin D. Second strand synthesis was performed using polymerase I and RNaseH with replacement of deoxythymidine triphosphate (dTTP) for deoxyuridine triphosphate (dUTP). The generated cDNA fragments were 3′ end adenylated and ligated to Illumina paired-end sequencing adapters and subsequently amplified by 12 cycles of PCR. The libraries were analyzed on a 2100 Bioanalyzer using a 7500 chip (Agilent), diluted, and pooled equimolar into a multiplex sequencing pool. The libraries were sequenced with 65 base single reads on a HiSeq2500 using V4 chemistry (Illumina Inc.). Demultiplexing of the reads was performed with Illumina’s bcl2fastq. Demultiplexed reads were aligned against the mouse reference genome (build 38) using TopHat (version 2.1.0, bowtie 1.1). TopHat was supplied with a known set of gene models (Gene Transfer Format file Ensembl version 77) and was guided to use the first strand as the library type. Prefilter multihits and no coverage were used as additional parameters. To count the number of reads per gene, a custom script which is based on the same ideas as HTSeq count has been used. For each sample, uniquely mapped sequencing reads were used to get the gene counts for all genes present in the Gene Transfer Format file. The strandedness of the mapped reads was taken into account. Differentially expressed analysis was performed using the R packages Limma/EdgeR. Reads that have zero counts across all samples were removed from the dataset. The samples were normalized to counts per million using the “Voom” function from the Limma package. Gene expressions used for visualization purposes are normalized to 10 million reads and log_2_ transformed. Before log_2_ transformation, one pseudocount was added to avoid negative gene expressions.

### Cell culture

MSCC WT and *Itga3* KO cells were generated as described (Sachs et al, 2012) and cultured in DMEM with 10% heat-inactivated FCS and antibiotics at 37°C in a humidified, 5% CO_2_ atmosphere. For CRISPR/Cas9–mediated CCN2 deletion, we cloned target single guide (sg)RNAs against CCN2 (exon 2; guide 1: 5′-ACTCCGATCTTGCGGTTGGC-3′; guide 2: 5′-CTCCGATCTTGCGGTTGGCG-3′) into pX330.pgkpur vector (a kind gift from the laboratory of Hein te Riele [Harmsen et al, 2018]). MSCC WT cells were transiently transfected with this vector using Lipofectamine 2000 (Invitrogen). The cells were selected with 5 μg/ml of puromycin, and puromycin-resistant bulk population was single-cell cloned. The clones were analyzed for the expression of CCN2 using WB analysis. For IL-6 and TPA stimulation of MSCC, we added 10 ng/ml of recombinant human IL-6 (206-IL; R&D Systems) or 100 ng/ml of TPA to DMEM 10% FCS and incubated cells with the mixture for 45 min (for IF and RT-qPCR analysis) or for 45, 90, and 120 min (for WB analysis). For 3D cell culture, 70 μl of growth factor reduced Matrigel Basement Membrane Matrix (354230; Corning) was pipetted per well of chilled 96-well plate and incubated for 30 min at 37°C. 1,000 cells in cold DMEM containing 10% FCS and 2% Matrigel were seeded on top of Matrigel layer and grown for up to 7 d. For CCN2 treatment experiments, the cells were seeded in the presence of 45 or 180 ng/ml of mouse recombinant CCN2 (RD272589025; Biovendor) and cultured for up to 9 d. Where indicated, 180 ng/ml of CCN2 was added to growth medium of non-treated spheroids on day 3. Medium and CCN2 was refreshed every 3 d of 3D cell culture.

### Colony-formation assay

100 cells in DMEM 10% FCS were seeded per well of a six-well plate and incubated at 37°C in a humidified, 5% CO_2_ atmosphere for 6 d. Where indicated, 45 ng/ml of CCN2 was added to cells during seeding. Colonies were fixed in chilled methanol for 20 min, washed with PBS, and stained with crystal violet. Stained plates were scanned and colony number and size was quantified using ImageJ (Schindelin et al, 2012; Rueden et al, 2017).

### WB

Protein lysates were obtained from subconfluent cell cultures by lysis in RIPA buffer (20 mM Tris–HCl, pH 7.5, 100 mM NaCl, 4 mM EDTA, pH 7.5, 1% Nonidet P-40, 0.5% sodium deoxycholate, and 0.1% SD) supplemented with 1.5 mM Na_3_VO_4_, 15 mM NaF, and protease inhibitor cocktail (Sigma-Aldrich). Lysates were cleared by centrifugation at 14,000*g* for 20 min at 4°C and diluted in sample buffer (50 mM Tris–HCl, pH 6.8, 2% SDS, 10% glycerol, 12.5 mM EDTA, and 0.02% bromophenol blue) with final concentration of 2% β-mercaptoethanol and denatured at 95°C for 10 min. Proteins were separated by electrophoresis using Bolt Novex 4–12% gradient Bis-Tris gels (Invitrogen), transferred to Immobilon-P transfer membranes (Millipore Corp), and blocked for 1 h in 2% BSA in TBST buffer (20 mM Tris, pH 7.5, 150 mM NaCl, and 0.2% Tween-20). The blocked membranes were incubated overnight at 4°C with primary antibodies (see Table 1) in TBST containing 2% BSA, following by 1-h incubation at room temperature with horseradish peroxidase–conjugated goat-antimouse IgG or goat-antirabbit IgG (diluted 1:5,000 in 2% BSA in TBST buffer). After washing, bound antibodies were detected by enhanced chemiluminescence using or Clarity Western ECL Substrate (Bio-Rad), and signal intensities were quantified using ImageJ (Schindelin et al, 2012; Rueden et al, 2017).

### Antibodies

Primary antibodies used are listed in Table 1. Secondary antibodies were donkey-antirabbit Alexa 594, donkeyantigoat Alexa 594, donkey-antigoat Alexa 647, goat-antimouse Alexa 647 (Invitrogen), stabilized goat-antimouse HRP-conjugated, and stabilized goat-antirabbit HRP-conjugated (Bio-Rad).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (version 7.0c). Graphs represent the mean and error bars SD or SEM, as indicated per graph. Unpaired two-tailed *t* test was used for comparisons of experimental groups with a control group. One-way ANOVA was used to analyze experiments with more than two groups and two-way ANOVA was performed on experimental data where we investigated the effect of different treatments on two distinct cell types. Type I errors were reduced by testing only planned comparisons among a relatively small number of means. Planned comparisons were conducted using Fisher’s least significant difference test after a global ANOVA was determined to be significant. The significant values shown are described in appropriate figure legends. Results with *P*-value lower than 0.05 were considered significantly different from the null hypothesis.

## Data Availability

The RNA sequencing data from this publication have been deposited to the GEO database and assigned the identifier GSE135983.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

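RNA was measured in GFP-positive keratinocytes sorted from the back skin of 3 K19 *Itga3* KO and 3 K19 *Itga3* WT mice after short-term DMBA/TPA treatment, with 1 library per mouse. The other experiments of the study (lineage tracing, tumor studies, staining, and work on cultured keratinocytes) were not analysed here.

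The authors made strand-specific libraries from polyadenylated RNA, sequenced them with single reads of 65 bases, aligned the reads with TopHat to mouse genome build GRCm38 with Ensembl gene models, and counted uniquely mapped reads per gene with a script of their own that takes the strand into account. The deposited values are these counts, as whole numbers per gene and library, without normalization or pooling. Because reads with more than 1 match were dropped, a gene with a near-identical copy can lose counts, and a base that differs between mouse strains can move reads between a gene and its copy. The counts of such genes are uncertain. The authors then used limma and edgeR, with voom for normalization. Gene symbols, classes and coordinates were taken from the count table. The reference annotation held 22039 of the 22295 gene identifiers (98.9%), and 70.1% of these with the same coordinates, so it was used for exon lengths and for matching pseudogenes to genes, and no coordinate was taken from it.

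Each library column carried its genotype but nothing that ties it to a sample number, so the libraries were used as unnumbered replicates of their genotype and no block or pairing was fitted. All 6 columns were mapped to a genotype. Depth was 21167965 to 22851841 counts per WT library and 20578309 to 23670507 per KO library. At this depth 3 counts, taken as the floor, correspond to 0.127 to 0.146 CPM. These limits cover counting error only, since the reads carry no molecular identifiers.

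All computations used R 4.3.3. Genes with a count above 0 in at least 1 library were tested with edgeR 4.0.16 (TMM factors, glmQLFit and glmQLFTest) for KO against WT, with Benjamini-Hochberg adjustment over the 21681 genes, and every adjusted p is from this test unless another is named. A gene passed the thresholds with an adjusted p below 0.05, a mean log2 CPM above 4 and an absolute log2 fold change above 0.6, which are the limits of the legend of Fig 6B. CPM values are scaled by TMM factors. Marker levels are log2 of counts per 10000000 reads with a pseudocount of 1, as in the methods. Single genes were also compared by exact two-sided permutation tests, which cannot give a p below 0.1 here. In all, 11 gene lists were tested with camera from limma 3.58.1 (preset correlation 0.01, adjusted over the lists): epidermal differentiation, hair follicle differentiation, hair bulge stem cell, YAP/TAZ target, immediate early, proliferation, integrin and laminin, fibroblast, immune cell, melanocyte and endothelial genes. The genes of the heat map were left out of the lists. Shares of genes on chromosome 11 were compared by Fisher's exact test, two-sided, against tested genes in the same range of expression, and distances to *Itga3* by 100000 random draws from the chromosome. Pseudogene transcripts were matched to protein-coding transcripts with blastn 2.17.0 (E value of at most 1e-20).

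The tests, the lists, the thresholds and the alternatives were set before the data were examined, apart from those named as later choices. The alternatives were limma-voom with TMM factors or library size only, DESeq2 1.42.0 with its size factors, edgeR with library size only or upper-quartile factors, filterByExpr (13811 genes), at least 10 counts in every library (13054 genes), protein-coding genes only (16636 genes), each library left out in turn, an absolute log2 fold change above 1, no expression threshold, fry or an estimated correlation for the lists, lists with the genes of the heat map, and marker levels scaled by TMM factors or by exon length. The genes named were the 15 of the heat map, the 20 markers of Fig S4A, Itgb1, the 10 other genes past the thresholds with the largest absolute log2 fold change and no overlap between the groups, up to 3 genes with the smallest p of each list that passed, sex-linked genes, the genes of chromosome 11 past the thresholds, and the most abundant gene of each list of another cell type. Any other gene was named after its values were seen. A result that this rule covers is not reported here.

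The code was tested on simulated counts with the means and library sizes of these data. The 200 changed genes among 20854 were drawn from those with a mean log2 CPM above 4. Each was given an absolute log2 fold change of at least 1. Of these genes edgeR recovered 99.5%, limma-voom 98.5% and DESeq2 98.5%, and 21.3%, 8.04% and 14.2% of their calls were false. The recovery of single genes with smaller changes or lower expression was not measured. In 20 simulations without a change and with dispersions that vary from gene to gene as estimated here, edgeR called a median of 23 genes (7 to 42) and limma-voom a median of 0.5 (0 to 3) at an adjusted p below 0.05. With dispersions on a smooth trend, edgeR called 0 genes in each simulation. The adjusted p of edgeR was therefore not held at its nominal level when dispersions varied in this way.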

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

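The tests on windows, keratin genes and expression ranges of chromosome 11, on the genes past the thresholds there, on pseudogenes and on Ubb, and the split counts of the immediate early list were chosen only after the result was seen.

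Genes outside those that the paper discusses gathered on the chromosome of the targeted gene. On chromosome 11, 25 genes outside the heat map had an adjusted p below 0.05 in edgeR. With the heat map included and *Itga3* left out, 30 of 145 such genes (20.69%) lay on chromosome 11, against 8.45% of the other genes (Fisher's exact test, p = 6.63e-06), 15 of them higher and 15 lower in KO. Their median distance to *Itga3* was 12.04 Mb, against 22.8 Mb for the chromosome (permutation p = 0.00735). Of the 14 genes of the heat map other than *Itga3*, 5 (35.7%) lay there, against 8.48% of expressed genes (Fisher's exact test, p = 0.00463). The excess came from genes of low expression: at a mean log2 CPM of 4 or less the share was 41.9% (18 of 43), and above 4 it was 11.8% (12 of 102, p = 0.213), so that of the genes past all thresholds 10.75% lay there (10 of 93, Fisher's exact test, p = 0.451). The 10 were Tns3, N4bp3, 4933439C10Rik, Senp3, Pitpnm3, Gsdma3, Krt17, Fkbp10, Rnf213 and Nptx1. Clusters of related genes that count several times were weighed with windows of 1 Mb. Of the windows that held such a gene 14.96% (19 of 127) lay on chromosome 11, against 4.46% of other windows (Fisher's exact test, p = 1.15e-05). This p cannot decide, because windows were not matched for their number of genes and chromosome 11 held 8.55% of all tested genes. Without keratin genes the share of genes was 18.4% (Fisher's exact test, p = 0.000171), so keratin genes alone did not make the excess. Chromosome 11 held the excess in limma-voom too (43.5%, 10 of 23), and the share ranged from 13.8% (DESeq2) to 57.1% (filterByExpr, 8 of 14) over the alternatives. With single libraries left out it ranged from 11.5% (without WT a, Fisher's exact test, p = 0.0207) to 60% (3 of 5, without WT c), with 40% (4 of 10) without KO a. The 5 genes of the heat map on chromosome 11 were not closer to *Itga3* than other genes of the chromosome (median distance 21.3 against 22.2 Mb, permutation p = 0.459). Such a grouping is what alleles that flank the floxed gene would give, if the floxed line carried another strain's chromosome 11 segment than the WT line, although both lines are described as bred on the same strain. An effect of α3β1 itself on genes of the region stays open, because flanking alleles and genotype go together in all 6 libraries. For the genes past all thresholds the share was too close to that of other genes to tell.

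Gm1821 and Gm8399, a pair of pseudogenes outside the study's protein-coding genes, had the largest changes of all genes past the thresholds. Gm1821 (chromosome 14) had 1609 to 1768 counts per WT library and 2 to 8 per KO library, a log2 fold change of −8.34 (standard error 0.22, adjusted p = 2.87e-09 from edgeR). Gm8399 (chromosome 13) had 16 to 22 counts per WT library and 1121 to 2321 per KO library, a log2 fold change of 6.39 (standard error 0.32, adjusted p = 2.77e-06). The best match of Gm1821 among protein-coding transcripts was Ubb (97.7% identity) and that of Gm8399 was Actg1 (98.6% identity), both on chromosome 11. With Gm4875 (best match Lasp1, 15 to 24 counts per WT and 0 to 1 per KO library) and Gm15770 (best match Mrpl12, 0 counts in each WT and 16 to 19 per KO library), 4 of 4 matched pseudogenes off chromosome 11 with an adjusted p below 0.05 matched best a gene on chromosome 11, against 5 of 158 others (3.17%, Fisher's exact test, p = 4.56e-06). A candidate explanation is that reads of a chromosome 11 gene with strain variants were counted on its pseudogene copies in 1 of the genotypes. For Ubb this could be followed in counts. Ubb alone was at 330 ± 19.4 CPM (SD, n = 3) in WT and 398 ± 6.96 CPM (SD, n = 3) in KO, whereas the sum of Ubb and Gm1821 was 405 ± 24.5 and 398 ± 6.86 CPM, a log2 ratio of −0.026 (exact permutation p = 0.8). For Gm8399 no such sum could decide, because Actg1 stood at 1839 CPM. A change in the activity of these pseudogenes themselves is not excluded for Gm8399, Gm4875 and Gm15770. The reads, which would show the bases, were not used here.

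All 25 immediate early genes of the fixed list were higher in KO in edgeR, and in limma-voom, DESeq2 and the other scalings, with a median log2 fold change of 0.335 (camera adjusted p = 7.00e-10), although the study does not discuss them. Egr3 (1.03, standard error 0.17, adjusted p = 0.0251) and Socs3 (0.55, standard error 0.11, adjusted p = 0.0453) passed over all genes tested in edgeR, and 7 genes of the list passed when adjusted over the list alone. Neither Egr3 nor Socs3 passed in limma-voom (adjusted p = 0.1185 and 0.1107). Socs3 lies on chromosome 11. Without WT b the median was 0.122, with 19 of 25 genes higher, and without WT a it was 0.613, with 25 of 25 higher. The list did not separate the genotypes in each library: its mean level relative to all 6 libraries was 0.235 in WT a, −0.50 in WT b and −0.27 in WT c, against 0.230, 0.243 and 0.102 in KO a, b and c. Of the 10 splits of the 6 libraries, 4 gave a camera p as small for the immediate early list, the real split included, and the adjusted p was 0.478 with fry and 0.518 with an estimated correlation. A difference between mice in cell isolation cannot be told apart from an effect of the genotype, since WT a had the level of the KO libraries. The median of 0.33485 does not decide between them.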

How the results depend on the processing

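The expression threshold on log2 counts per 10000000 reads was chosen after the data were seen. The split counts were planned for the genes past the thresholds, and were added afterwards for the other results.

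The number of genes past the thresholds depended on the tool. Against 94 in edgeR with TMM factors (90 protein-coding, 12 of the heat map, 146 with an adjusted p below 0.05), limma-voom with TMM factors gave 11 (11, 11, 24), limma-voom with library size only 15 (15, 11, 28), DESeq2 209 (204, 12, 546, with no adjusted p for 7991 genes), edgeR with library size only 76 (72, 12, 115) and edgeR with upper-quartile factors 89 (85, 12, 143). Filtering with filterByExpr gave 9 (7, 7, 15), at least 10 counts in every library 8 (7, 7, 12) and protein-coding genes only 16 (16, 12, 25). In these 3 fits the prior degrees of freedom of edgeR, which set how far dispersions are shared between genes, fell from 7.63 to 3.77, 3.72 and 4.81. An absolute log2 fold change above 1 left 41 genes (38 protein-coding), and no expression threshold 137 (126). With the later threshold, edgeR gave 125 genes (120 protein-coding, 15 of the heat map) and limma-voom 18 (15 protein-coding, 15 of the heat map). The share of calls that were higher in KO was 70.2% in edgeR, 63.6% and 53.3% in limma-voom with TMM factors and with library size only, 61.2% in DESeq2, 55.6% with filterByExpr and 62.5% with the filter on 10 counts and with protein-coding genes. The cause of the difference between tools was not tested. On simulated counts without change and with dispersions that vary from gene to gene, edgeR made more false calls than limma-voom. With dispersions on a smooth trend it did not, with 0 calls in each simulation against 0 to 1 in limma-voom.

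Across the 6 fits that each left out 1 library, the genes past the thresholds numbered from 2 to 263, the protein-coding ones from 0 to 255, those of the heat map from 0 to 13, and those with an adjusted p below 0.05 from 5 to 521. The fit without WT c gave 2 genes (0 protein-coding and 0 of the heat map, with 1810 genes at an unadjusted p below 0.05) and that without KO a gave 7 (5 protein-coding, 3 of the heat map). The fit without WT b gave 76, of which 52 were among the 94, and the fits without KO c, KO b and WT a gave 21, 140 and 263, of which 19, 86 and 92 were among the 94. The cause was not tested. The prior degrees of freedom were 8.92, 7.35 and 4.12 without WT a, b and c and 5.09, 7.64 and 7.70 without KO a, b and c, so the fits without KO b and KO c differed in calls at nearly the same value.

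Ccn2 stayed below an adjusted p of 0.05 in the 8 other alternatives (log2 fold change from −1.58 to −1.56). Its log2 fold change was −1.70 to −1.48 with single libraries left out, and the adjusted p was 0.0926 without WT c (−1.49), in a range from 1.09e-20 (DESeq2) to 0.0926 over all settings. *Itga3* did so in the same 8 alternatives (−1.22 to −1.18). With single libraries left out its log2 fold change was −1.31 to −1.01, and its adjusted p was 0.130 without WT c and 0.0934 without KO a, in a range from 6.06e-12 (DESeq2) to 0.130 over all settings.

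No camera call held under fry or camera with an estimated correlation. The medians 0.115 (epidermal differentiation), 0.570 (hair follicle differentiation) and 0.335 (immediate early) do not depend on these, and the adjusted p was 0.478 with fry and 0.518 with the estimated correlation in all 3. With at least 10 counts in every library the hair follicle differentiation list had a median of 0.180 (adjusted p = 0.0843). With single libraries left out the medians were 0.071 to 0.453 for epidermal differentiation, 0.180 to 1.11 for hair follicle differentiation, 0.122 to 0.613 for immediate early genes and −0.121 to −0.039 for YAP/TAZ targets. Without WT a the epidermal differentiation list had a median of 0.096 and an adjusted p of 0.462, in a range from 1.36e-05 to 0.518 over the settings without the genes of the heat map. Its median rose to 0.238 with filterByExpr (23 of 37 higher, adjusted p = 0.00339) and to 0.355 with at least 10 counts in every library (23 of 30 higher, adjusted p = 1.36e-05). Among these lists, some medians were more than 1.5 times from those of all libraries. They were 0.453 (without WT b) and 0.071 (without KO b) for epidermal differentiation, and 1.11 (without WT b) and 0.180 (without KO a) for hair follicle differentiation. For immediate early genes they were 0.122 (without WT b) and 0.613 (without WT a), and for YAP/TAZ targets −0.039 (without WT b). The hair bulge stem cell median was −0.022 without WT a, −0.038 without KO a and −0.163 without KO c, against −0.108. That of the integrin and laminin list was −0.053 without WT a and −0.0076 without KO a, against −0.090.

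Some lists changed direction. Against −0.146, the proliferation list had a median of 0.066 and 0.068 in limma-voom with TMM factors and with library size only, and from −0.569 to 0.199 with single libraries left out. It was 0.023 without WT b, 0.199 without WT c (camera adjusted p = 0.00107) and −0.569 without WT a (camera adjusted p = 9.72e-10), and the adjusted p ranged from 9.72e-10 to 0.956 over all settings. Against 0.238, the fibroblast list had −0.744 with filterByExpr and −0.304 with at least 10 counts in every library. Against 0.012, the immune cell list had −0.0037 with upper-quartile factors, −0.021 with filterByExpr and −0.145 to 0.263 with single libraries left out (−0.145 without WT b, −0.050 without KO b and −0.095 without KO c). The endothelial list had −0.068 with filterByExpr against 0.303, and the melanocyte list −0.175 to 0.765 with single libraries left out (−0.175 without WT a) against 0.227. The filters leave fewer genes in these lists; otherwise the cause was not tested. The share of genes past the thresholds on chromosome 11 was 28.6% in limma-voom with library size only, past the test's threshold (p = 0.026, Fisher's exact test; 0.114 to 0.293 in the 7 other alternatives), and 0 to 14.3% with single libraries left out (0 without WT c, where 2 genes were past the thresholds). The share of genes with an adjusted p below 0.05 on chromosome 11 stayed above that of other genes (Fisher's exact test) in each setting, from 13.8% to 57.1% over the alternatives and from 11.5% to 60% with single libraries left out.

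Levels of Cd34, Lgr5 and Krt15 fell with counts per kb of exon, to 10.19, 9.14 and 16.09 in WT and 9.44, 8.67 and 15.89 in KO, as division by a length does, and moved by less than the spread between libraries with TMM scaling. Of single named genes and of lists that answer no comparison, 100 results lost and 8 gained a place below the threshold over all settings, 13 changed direction (the lists named above), and 317 did none of these.

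Only the real split gave genes past the thresholds. It was 1 of 10 splits of the 6 libraries, and the same holds for genes with an adjusted p below 0.05 in edgeR (1 of 10) and in limma-voom (1 of 10). Each of the 9 other splits gave 0, with 279 to 1387 genes at an unadjusted p below 0.05 in edgeR, against 2503 in the real split. With 10 splits the share cannot fall below 0.1. For the lists, 4 of 10 splits gave a camera p as small for epidermal differentiation, 3 of 10 for hair follicle differentiation and 8 of 10 for YAP/TAZ targets.

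No paired analysis was possible because the columns of the count table carry no sample number, so the replicate block was not run. Depth limits the genes of low expression. Rnf157 rested on 12 to 28 counts per WT library, and no fold is given for genes that 1 group did not exceed the floor for.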

Differences from the paper's values

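No test in this part was chosen after the result was seen, apart from the 2 settings named as such.

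The number of protein-coding genes that differed was 90 in edgeR, against the paper's 15. Of the alternatives set before the data were examined, limma-voom with TMM factors gave 11, limma-voom with library size only 15 (11 of them genes of the heat map), protein-coding genes only 16 and the fit without KO c 19, which were within 1.5 times of the paper's number. The others were not: DESeq2 gave 204, edgeR with library size only 72, edgeR with upper-quartile factors 85, filterByExpr 7, at least 10 counts in every library 7, an absolute log2 fold change above 1 gave 38 and no expression threshold 126, and the fits without WT a, WT b, WT c, KO a and KO b gave 255, 74, 0, 5 and 136.

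With limma-voom, TMM factors and the expression threshold of 4 placed on mean log2 counts per 10000000 reads plus 1, a setting chosen after seeing the values, 15 protein-coding genes passed, against the paper's 15, and all 15 were genes of the heat map. With edgeR the same threshold, also chosen after seeing the values, gave 120. On the adjusted p alone, limma-voom with TMM factors also called these 15 and no other protein-coding gene, together with 9 genes that are not protein-coding. The methods name voom, and the legend of Fig 6B refers the expression threshold to it.

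Slfn9, Cacna1g and Rnf157, which the heat map holds, had a mean log2 CPM of 3.95, 2.36 and 1.63 and so were not past the threshold of 4 in edgeR. They passed with no expression threshold and with the threshold on counts per 10000000 reads, which was chosen after seeing the values. Slfn9 also passed in edgeR without KO a, without KO b and without KO c.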

Other observations

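The tests on the sex of the mice and on the share of hair bulge cells, and the split counts of the lists, were chosen only after the result was seen. Those on the YAP/TAZ target list, on immediate early genes and on the differentiation list were set beforehand.

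WT b had the counts of a female mouse, with 22249 for Xist and 16, 11, 7 and 4 for the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty. In the 5 other libraries Xist had 1 to 3 counts, and Kdm5d for example 895 to 1116. The paper's text does not name the sex of these mice. A single female among the WT mice was argued against as the whole cause of the calls: without WT b, 76 genes were past the thresholds, of which 52 were among the 94, and Ccn2 had a log2 fold change of −1.698 (adjusted p = 8.60e-05 from edgeR, the lowest of the omissions, which ranged up to 0.0926).

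Lower Ccn2 can reflect lower activity of YAP/TAZ, of which it is a target. The list of 22 other targets had a median log2 fold change of −0.089 (15 lower and 7 higher in KO, camera adjusted p = 0.754), and F3 (0.63, standard error 0.12, adjusted p = 0.0448) and Gadd45a (1.03, standard error 0.20, adjusted p = 0.0472) went the other way; both were named after their values were seen. As its members went both ways, the list decides neither for nor against this explanation. Cell isolation stress was weighed with the immediate early list, whose median was 0.33485. This explanation calls for a list that moves with Ccn2, whereas the list was higher in KO. WT a had the list's level of the KO libraries, but Ccn2 (Ctgf in the count table) at 797 CPM, against 218 to 280 CPM in KO. Without WT b the list's median fell to 0.122 while the log2 fold change of Ccn2 was −1.70, and without WT a they were 0.613 and −1.48. These values argue against it, but it is not excluded, because the difference in the list was not kept by fry and WT a is 1 library. Fewer hair bulge cells among the sorted cells were argued against as the whole cause of lower Ccn2. The largest fall in the hair bulge stem cell list, that of Postn, was −0.83195 (standard error 0.22), followed by Cd34, against −1.56 (standard error 0.14) for Ccn2, and Bmp6 of the same list rose by 0.95 (standard error 0.21, adjusted p = 0.0708); Postn and Bmp6 were named after their values were seen. A smaller change in composition stays open, as the median of the list was −0.11 with all libraries (16 of 20 genes lower). Single libraries moved this median, to −0.022 without WT a, −0.038 without KO a and −0.163 without KO c. With all libraries the camera adjusted p was 0.0632. That adjusted p was below 0.05 with limma-voom and library size only (0.0483), DESeq2 (0.0272), edgeR with library size only (0.0470) or upper-quartile factors (0.0490), protein-coding genes only (0.0457), and without WT b (0.00857) or KO b (0.0170), and it ranged up to 0.701 over all settings.

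For the statement that differentiation genes were higher in KO, chance selection of a few genes from a list that does not move as a whole was weighed. Without the genes of the heat map the epidermal differentiation list had a median of 0.11546, which was 0.238 with filterByExpr and 0.355 with at least 10 counts in every library. Camera placed it past its threshold but fry did not, and the lowest mean level of the list was that of 1 WT library (−0.515 in WT a, against −0.02 and 0.04 in WT c and WT b and 0.06 to 0.09 in the KO libraries). Both explanations stay open.

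Among the genes outside the heat map with large changes past the thresholds were Gm1821, Gm8399, Dio2, Col27a1, Pla2g7, Ednra, Nptx1, Dbn1 and Chil1. Dio2, which encodes a deiodinase, rose by 2.42 (standard error 0.27, adjusted p = 0.00302) from 7.33 ± 2.08 to 39.1 ± 14.1 CPM (SD, n = 3 each), and held in 8 of 14 settings (adjusted p up to 0.247 without WT c). Without WT c or without KO a none of the protein-coding genes among these had an adjusted p below 0.05 (1810 and 1539 genes had an unadjusted p below 0.05 in these fits).

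The remaining lists gave no call with all 6 libraries. The proliferation list had a median of −0.15 (camera adjusted p = 0.754), with WT a far below the other libraries (mean level −1.36, against −0.24 to 0.71). Single libraries decided it: the median was −0.57 without WT a (adjusted p = 9.72e-10) and 0.20 without WT c (adjusted p = 0.00107), in opposite directions. The integrin and laminin list had a median of −0.09 (adjusted p = 0.233), which was −0.0076 without KO a (adjusted p = 0.755). Of its genes, 2 had an adjusted p below 0.05 over all genes tested in edgeR, in opposite directions. They were Itga4 (−1.64, adjusted p = 0.0187) and Lamb1 (0.73, adjusted p = 0.0255), both named after their values were seen. Lamb1 did not pass in limma-voom (adjusted p = 0.105). Among markers of other cell types, the lists for fibroblasts (0.24, adjusted p = 0.754), immune cells (0.01, adjusted p = 0.754), melanocytes (0.23, adjusted p = 0.928) and endothelium (0.30, adjusted p = 0.754) did not pass. With all 6 libraries, camera's direction was down for fibroblasts and melanocytes and up for proliferation. That is opposite to the sign of their medians, so these camera p-values do not test the medians. Genes at the floor in 1 group were then set to their bounds, and genes at the floor in both groups were left out. The medians became −0.27 for fibroblasts, −0.018 for immune cells and −0.063 for endothelium, where genes were only left out. The sign of these medians therefore rested on genes that were not detected. Of the 10 fibroblast genes, 6 passed when adjusted over the list alone. The most abundant gene of each list of another cell type was Sparc (296 ± 16.1 CPM in WT, 241 ± 59.7 in KO, SD, n = 3), Cd74 (6.82 ± 2.30 and 6.87 ± 1.39), Mitf (61.2 ± 10.8 and 32.1 ± 4.33) and Egfl7 (3.67 ± 0.72 and 3.81 ± 0.17). Of these genes Mitf differed in edgeR, by −0.93 (standard error 0.14, adjusted p = 0.0158), but it did not pass in limma-voom (adjusted p = 0.0699). No explanation was tested for it.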
